# Comparative Transcriptome Analysis Uncovers the Regulatory Roles of MicroRNAs Involved in Petal Color Change of Pink-Flowered Strawberry

**DOI:** 10.3389/fpls.2022.854508

**Published:** 2022-03-29

**Authors:** Jingyu Yue, Zhixiang Liu, Can Zhao, Jun Zhao, Yang Zheng, Hongwei Zhang, Changhua Tan, Zhentang Zhang, Li Xue, Jiajun Lei

**Keywords:** pink-flowered strawberry, miRNAs, high-throughput sequencing, flower color, degradome analysis

## Abstract

The pink-flowered strawberry is popular in China due to its high ornamental value. In the present study, sRNAome, transcriptome, and degradome sequencing were performed to understand the functions of microRNAs (miRNAs) and their target genes during flower development in pink-flowered strawberry. Nine small RNA libraries and a mixed degradome library from flower petals at different developmental stages were constructed and sequenced. A total of 739 known miRNAs and 964 novel miRNAs were identified *via* small RNA sequencing, and 639 miRNAs were identified to cleave 2,816 target genes based on the degradome data. Additionally, 317 differentially expressed miRNAs among the various stages of flower development were identified, which regulated 2,134 differentially expressed target genes. These target genes were significantly enriched in the transcriptional regulation, phenylpropanoid biosynthesis, and plant hormone signal transduction pathways. Furthermore, integrated microRNAomic and transcriptomic analyses suggested that 98 miRNAs targeted several transcription factors, including *MYBs* (26), *bHLHs* (12), *NACs* (14), and *SPLs* (19), related to anthocyanin accumulation. In addition, 27 differentially expressed miRNAs might affect anthocyanin biosynthesis by regulating 23 targets involved in the hormone signal transduction pathway. The quantitative real-time PCR (qRT-PCR) analysis confirmed the expression changes of 21 miRNA-target pairs. Furthermore, the transient expression of candidate miRNAs was performed in the pink-flowered strawberry cultivar “Fenyun” at the bud stage. Introduction of FamiR156a, FamiR396e, and FamiR858_R-2 in the “Fenyun” increased flower color intensity, while transient expression of FamiR828a decreased flower color intensity. Overall, the present study uncovers the regulatory functions of microRNAs, including anthocyanin biosynthesis, hormone signaling, and regulation factors during flower development and coloration in pink-flowered strawberry. This work expands the knowledge of miRNAs affecting coloration in strawberry and provides rich resources for future functional studies.

## Introduction

Strawberry (*Fragaria* × *ananassa*), belonging to the Rosaceae family, is one of the most significant horticultural crops grown globally with high economic value. It is rich in anthocyanins which have strong antioxidant and anti-cancer effects (Garcia-Alonso et al., 2005; Speer et al., 2020). The pink-flowered strawberry, an intergeneric hybrid of *Fragaria* and *Potentilla*, was sold as ornamental plants and loved by consumers worldwide due to its colorful petals and fruit production (Xue et al., 2015). Moreover, the plants of pink-flowered strawberry are usually five times costlier than those of white-flowered strawberry because red represents happiness, enthusiasm, and auspiciousness in Chinese traditional culture. Understanding mechanism behind the red petal formation will assist in breeding novel pink-flowered strawberry cultivars.

The petals and fruits of the pink-flowered strawberry are red, but their main anthocyanins are different. The cyanidin-3-glucoside and pelargonidin-3-glucoside are the major anthocyanins in the petals and fruits, respectively (Kosar et al., 2004; da Silva et al., 2007; Xue et al., 2016). Extensive studies have been carried out on the anthocyanin metabolic pathway in strawberry fruits and several genes within the pathway, including *FaCHS* (Hoffmann et al., 2006), *FaCHI* (Deng and Davis, 2001), *FaPAL* (Pombo et al., 2011), *FaF3H*, *FaANR*, *FaANS*, *FaFLS*, *FaLAR* (Almeida et al., 2007; Jiang et al., 2013), *FaUFGT* (Salvatierra et al., 2010), *FaMYB1* (Aharoni et al., 2001), and *FaMYB10* (Lin-Wang et al., 2014) have been identified successively. Transcription factors (TFs) are crucial regulators of anthocyanin accumulation in plants. Among them, MYB/bHLH complexes play a key role. Other TFs, such as *SPL*, *NAC*, *ARF*, and *WRKY* have also been reported to play a regulatory role in anthocyanin biosynthesis (Gou et al., 2011; Qi et al., 2011; Maier et al., 2013; Zhou et al., 2015). Several biochemical and molecular biology studies have explored the mechanism of color formation at the transcription level in pink-flowered strawberry (Xue et al., 2019; Hong et al., 2021). Liu et al. (2021) identified three *R2R3-FaMYB* genes, *FaMYB28*, *FaMYB54*, and *FaMYB576* based on the genome-wide analysis of the *R2R3-MYB* gene family in *F*. × *ananassa*, which regulated anthocyanin biosynthesis in the petal of pink-flowered strawberry. However, the post-transcriptional regulatory role of miRNAs in flower development and color change remains unclear in pink-flowered strawberry.

Plant miRNAs are small non-coding RNAs that are 20–24 nucleotides long and transcribed by non-coding genes. The miRNAs play a pivotal regulatory role in numerous biological processes, including stress response, hormone signal transduction, and metabolite biosynthesis, by negatively regulating key genes at the post-transcriptional stage (Singh and Sharma, 2017; Cai et al., 2019; Das et al., 2021). They are complementary to target mRNAs and can promote the degradation or translation repression of target mRNAs. In the past few decades, many miRNAs have been reported to regulate anthocyanin biosynthesis in plant, such as miR156 (Gou et al., 2011; Liu et al., 2017), miR7125 (Hu et al., 2021), miR828 (Yang et al., 2013; Zhang et al., 2020), miR477 (Dong et al., 2021), and miR858a (Wang et al., 2016). However, studies on the role of miRNAs in regulating strawberry fruit color formation are rare. In order to clarify the post-transcriptional regulation mechanism of flower color formation, flower buds of pink-flowered strawberry cultivar “Sijihong” at three developmental stages were selected to perform a combined analysis of microRNAome, transcriptome, and degradation. These results would provide additional potential targets for the bioengineering and future breeding of new pink-flowered strawberry germplasm.

## Materials and Methods

### Plant Materials and Total RNA Extraction

The pink-flowered strawberry cultivar “Sijihong” and released by Shenyang Agricultural University in China was used in this study. According to the degree of flower opening and the change in petal color, the developmental stages were categorized into the young bud stage (PF_L), the coloration beginning stage (PF_Z), and the big bud stage (PF_D; Figure 1A; Xue et al., 2019). Petals of these three developmental stages with obviously different colors were collected for miRNA and degradome analyses, with three biological replicates per stage. The pink-flowered strawberry cultivar “Fenyun” was used to perform transient expression of candidate miRNAs and determination of anthocyanin contents. All samples were immediately frozen in liquid nitrogen and stored before −80°C for RNA extraction.

**Figure 1:**
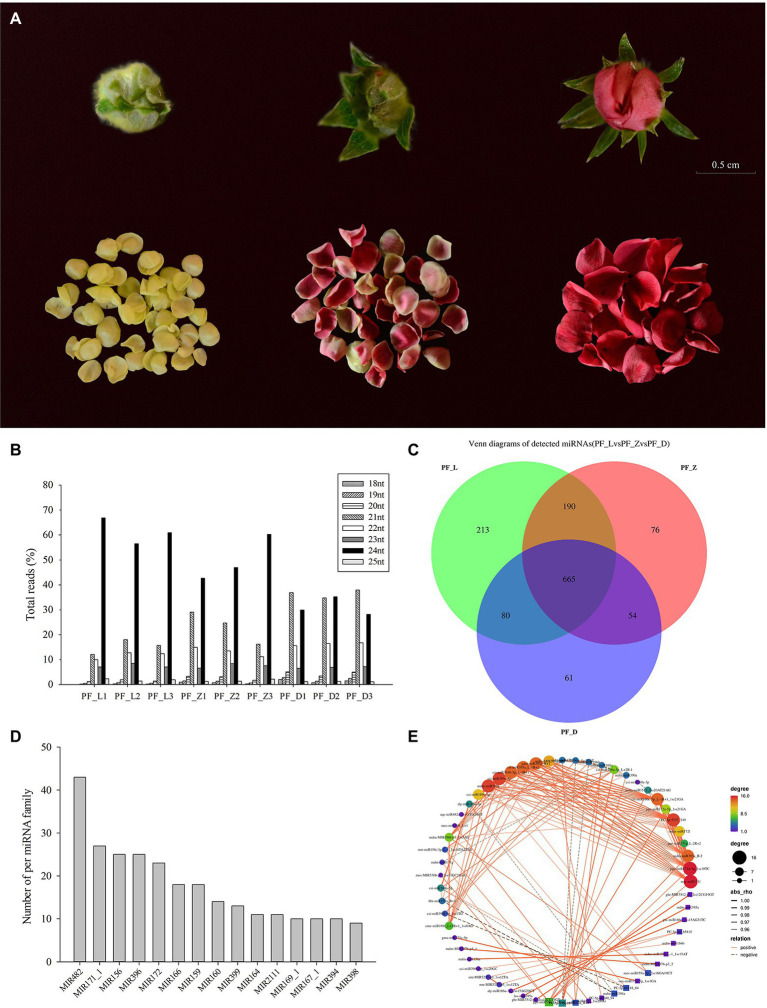
sRNAome data obtained from the different petal developmental stages of pink-flowered strawberry. **(A)** The petal developmental stages of pink-flowered strawberry cultivar Sijihong. **(B)** Length of sRNAs in nine libraries. **(C)** Venn diagram showing the number of differentially expressed microRNAs (miRNAs) during the different petal developmental stages. **(D)** Top 15 known miRNA families. **(E)** The correlation network constructed for 412 miRNAs. The solid lines show a positive correlation, while the dotted lines show a negative correlation. L, young bud stage; Z beginning coloration stage; and D, big bud stage.

Total RNA was extracted using a modified CTAB method and treated with RNase-free DNase I (Takara, Dalian, China) to remove genomic DNA contamination. The RNA purity was measured by agarose gel (2.0%) electrophoresis. The Nanodrop 2000c spectrophotometer and Agilent 2100 were used to quantify the RNA amount and assess the RNA integrity with RIN number > 7.0, respectively.

### Small RNA Libraries Construction and Bioinformatic Analysis

Approximately, 1 μg of total RNA was used to prepare the sRNA library using the TruSeq Small RNA Sample Preparation Kit (Illumina, United States). Different ends of RNA molecules were ligated to 3′ and 5′ adapters. The ligated RNAs were reverse-transcribed to single-stranded cDNA. The small RNA libraries were used for 50 bp single-end sequencing on an Illumina Hiseq 2500 (LC Bio, China), following the vendor’s recommended protocol. Nine libraries with three biological replicates were constructed from the “PF_L,” “PF_Z,” and “PF_D” samples. The sRNAome sequencing data can be found in NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number of GSE193522.

An in-house program was used to remove adapter dimers, junk, less complex, common RNA families, and repeats from the raw reads following the ACGT101-miR pipeline (LC Sciences, Houston, United States). Subsequently, a BLAST search was performed to map the 18–25 nucleotide long unique sequences to species-specific precursors in miRBase 22.0 and identify known miRNAs and novel 3 and 5p miRNAs. The mapped pre-miRNAs were aligned against the reference *Fragaria vesca*^1^ to detect their genomic locations. Then, Bowtie was used to align the unmapped unique sequences, and the RNAfold software was used to predict the hairpin RNA structure in the sequence from the 120 nt flanks. The differentially expressed (DE) miRNAs identified based on the normalized deep sequencing count among the PF_L, PF_Z, and PF_D samples were further analyzed using a Student’s *t*-test and considered statistically significant at *p* < 0.01 and *p* < 0.05.

### Transcriptome Data Analysis

Our transcriptome data (NCBI GEO database under access no. GSE125777) was reanalyzed by mapping to the *F. vesca* genome using the HISAT2 software. Then, StringTie was used to assemble the mapped reads with default parameters. The DE mRNAs with a fold change >2 or <0.5 were selected, and the nested linear models were compared using a parametric F-test (*p* < 0.05) by R package. The heatmap of DE genes was constructed using the TBtools software (Chen et al., 2020).

### Degradome Libraries Construction, *de novo* Assembly, and Bioinformatic Analysis

The poly(A) RNA was obtained from the plant total RNA (20 μg) after two rounds of purification using poly-T oligo-attached magnetic beads. Then, a 3′-adapter random primer was used to reverse the first-strand cDNA. The final cDNA library obtained had an average insert size of 200–400 bp. The degradome library was constructed by mixing samples from three stages and sequenced on the Illumina Hiseq 2500 platform to obtain 50 bp single-end reads.

The original data obtained by degradome sequencing were decoupled and filtered to get the clean data *via* Illumina software. Then, the clean data were compared with the transcriptome data using CleaveLand software, and the matched sequence was recorded to generate the degradation density file. For a given read, only perfectly matched alignments were retained for degradation analysis. Target Finder was used to predict the genes targeted by the most abundant miRNAs (Bai et al., 2020). Further, the miRNA-target regulatory network was analyzed following GO annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis using R script.

### Data Validation and Gene Expression Analysis by qRT-PCR

To validate the high-throughput sequencing results, qRT-PCR was performed to examine the DE miRNAs and their targets. The primers of each miRNA and target gene were designed using the miRNA Designed V1.01 and Primer 3.0 software, respectively and listed in Supplementary Table S1. Meanwhile, miRNA first Strand cDNA Synthesis Kit (by stem-loop) and HiScript first Strand cDNA Synthesis Kit (+gDNA wiper; Nazyme, China) were used to transcribe miRNAs and their targets, respectively. Then, the qRT-PCR for miRNAs and their targets were performed using a miRNA Universal SYBR qPCR Master Mix and ChamQ Universal SYBR qPCR Master Mix (Nazyme, China), respectively, on a QuantStudio™ Real-time PCR system (Life, United States) with a final volume of 20 μl. Three biological replicates were used per sample, and the U6 and *FaDBP* (Schaart et al., 2002) genes were used as the reference for miRNAs and target genes, respectively. The petals at young bud stage were used as the control and the relative expression levels were calculated following the 2^-ΔΔCT^ method. Data were analyzed using the multiple range test of Duncan in SPSS v.17.0 and represented as mean ± SE.

### Construction of Transient Expression Vectors of Candidate miRNAs

The precursor sequences of FamiR156a, FamiR396e, FamiR828a, and FamiR858_R-2 were amplified and cloned into the pRI-101 AN (TaKaRa, Dalian, China) binary vector digested by *BamH* I/*Sal* I using the One Step Cloning Kit (Vazyme, China; primers listed in Supplementary Table S1). All constructed vectors were confirmed by sequencing at Sangon Biotech Co., Ltd. (Shanghai, China). Then, those vectors were transformed into *Agrobacterium tumefaciens* (strain GV3101) using the heat shock transformation method.

### Transient Expression and Determination of Anthocyanin Contents in Petals of Pink-Flowered Strawberry

The pink-flowered strawberry cultivar “Fenyun” at the bud stage was infiltrated by *A. tumefaciens* for transient expression. The *Agrobacteria* suspension carrying target constructs was diluted to OD_600_ = 0.5 with suspension buffer (10 mM MES, 10 mM MgCl_2_, and 100 μM acetosyringone) for petal injection. *Agrobacteria* containing pRI-101 AN-FamiR156a, pRI-101 AN-FamiR396e, pRI-101 AN-FamiR858_R-2, and pRI-101 AN-FamiR828a constructs were individually introduced into five “Fenyun” plants, and the empty pRI-101 AN vector as well. All plants were covered with clear plastic lids to maintain the humidity, and kept in dark for 24 h. Plants were then transferred to greenhouse with a 16 h light/8 h dark photoperiod at 25°C for recovery. Petals were collected within 3–7 days after agroinfiltration. The expression of miRNAs and target genes were analyzed by qRT-PCR. The anthocyanin content was measured by the pH differential method (Chen et al., 2015). The sample extracts were diluted 20 times (V: V) in pH 1.0 and pH 4.5 buffer, respectively. After 15 min equilibrium, each solution was measured at 530 and 700 nm by UV–Vis spectrophotometry (UV2450, ShimadzuLtd., Japan). The anthocyanin content was expressed by milligram of cyanidin 3-glucoside equivalents (CGE) mg/g fresh weight (FW).

## Results

### Small RNA Sequencing and Transcriptome Profiling in Petals of Pink-Flowered Strawberry

The pink-flowered strawberry showed a remarkable change in flower color during the petal development, with the deepest flower color at the big bud stage. 

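Petals of the cultivar Sijihong were sampled at the young bud stage (PF_L), when the petals begin to color (PF_Z) and at the big bud stage (PF_D), with 3 biological replicates per stage, so 9 small RNA libraries were sequenced. Total reads per library were 14695796 to 16954183 (median 15908670) in PF_L, 12669118 to 14602007 (median 12677436) in PF_Z and 11771344 to 13205244 (median 12623427) in PF_D. The authors removed adapters, junk reads, common RNA families and repeats with the ACGT101-miR pipeline, kept sequences of 18 to 25 nucleotides, searched them against miRBase precursors and placed the precursors on the Fragaria vesca genome. The paper describes RNA extraction by CTAB, whereas the sample labels name Trizol, and the values cannot tell which was used. The deposited table gives 1 normalized value per miRNA and library, called normalized reads here. The most common value above 0 of each library was taken as the value of 1 read. Within a tolerance of 0.01 read, 68.7% to 72.0% of the values of a library above 0 were whole multiples of it and 97.6% to 98.8% whole or half-step multiples, so a library's values were treated as reads times 1 factor, whose formula the paper's text does not name, and recovered reads were rounded for edgeR and DESeq2. 1 read was worth 0.713 to 0.882 in PF_L, 1.05 to 1.09 in PF_Z and 1.07 to 1.27 in PF_D, and the reads recovered from the listed miRNAs were 1298181 to 1562400, 1009166 to 1520310 and 1358796 to 1703805 per library. In the table, 173 lines repeat another line in full. They were left out of the main tests, but the read totals above sum every line, so a sequence on several lines counts once per line. Changes were tested with limma on log2(value + 1) over all 9 libraries, for the 1554 miRNAs with a value above 0 in at least 3 libraries, and a Benjamini-Hochberg adjusted p under 0.05 was called. A change on this scale understates that of a miRNA with few reads. Family totals summed the distinct sequences of a family and were tested in the same way over 139 families. In a 3 against 3 comparison an exact permutation test cannot go below p = 0.10, so single miRNAs are given with the adjusted p of limma. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.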

Small RNA sequencing and transcriptome profiling were performed for different flower developmental stages to explore the expression profiles of miRNA and coding genes, and the molecular changes. After removing low quality sequences and contaminated adaptors, 15,145,282, 9,291,511, and 6,985,639 valid reads were obtained from PF_L, PF_Z, and PF_D, respectively (Supplementary Table S2). 

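The valid reads of single libraries were 14105524 to 16131629 in PF_L, 8178629 to 11065157 in PF_Z and 6228366 to 7581963 in PF_D. The adapter and length filter took 2.64% ± 0.291 (SD, n = 3 libraries) of the total reads in PF_L, 29.1% ± 5.72 in PF_Z and 42.6% ± 2.29 in PF_D. Reads of the listed miRNAs, summed over every line with repeats included, made up 9.66% ± 1.41 (SD, n = 3 libraries) of the valid reads in PF_L, 13.6% ± 4.76 in PF_Z and 22.1% ± 0.336 in PF_D. A sequence on several lines counts once per line, so these shares are upper limits. Sequences of 21 nucleotides carried 75.7% ± 3.09 of the normalized reads of the listed miRNAs in PF_L and 84.8% ± 0.972 in PF_D, and sequences of 22 nucleotides carried 22.2% ± 3.11 and 13.1% ± 1.06. In these length shares a sequence under several names counts once per name. The 5 most abundant sequences took 66.5% to 71.4% of the normalized reads of a library. In a principal component analysis of the tested miRNAs, the first component held 36.4% of the variance and put PF_L (-24.7 to -16.5) and PF_D (21.6 to 26.2) at its ends, with PF_Z between them (-11.3 to 1.54).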

The sRNAs showed similar total read length in the nine libraries. The majority of sRNAs were 21 and 24 nt long, with 24 nt ones showing the highest abundance (Figure 1B).

Meanwhile, RNA-seq generated 69.57 Gb of raw reads from nine libraries. After removing low-quality sequences and contaminated adaptors, 47,701,449, 50,216,274, and 54,682,967 valid reads were obtained from PF_L, PF_Z, and PF_D, respectively (Supplementary Table S3). After quality control, the valid reads were mapped to the *F. vesca* reference genome. The mapping ratios of each sample were between 75.31 and 77.41%, with an average value of 76.42%, suggesting genomic difference between pink-flowered strawberry and the *F. vesca* reference genome.

### Known and Novel miRNAs Identified During Petal Coloring of Pink-Flowered Strawberry

A total of 739 known miRNAs and 964 novel miRNAs were identified from the small RNA libraries of pink-flowered strawberry, respectively. Of these mature miRNAs, 213 miRNAs were expressed only in PF_L, 76 in PF_Z, and 61 in PF_D. 

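After exact repeats were left out, the table listed 1703 miRNAs, 739 of them with a name from miRBase and 964 predicted ones whose names begin with PC. These stand for 1660 distinct sequences of 18 to 25 nucleotides, because 42 sequences are listed under more than 1 name. The 85 miRNAs concerned share their values with another name and are not separate measurements. The suffixes of the names mark how a read differs from its database sequence: L and R give bases removed or added at the ends, and ss gives substitutions.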

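A value above 0 in at least 1 library of a stage counted as detected. On this measure 60 miRNAs were seen in PF_L alone, 27 in PF_Z alone and 23 in PF_D alone. These stood at the detection limit: their highest values had a median of 1.10 normalized reads in PF_L, 1.09 in PF_Z and 1.27 in PF_D, which is about 1 read, and 31, 22 and 18 of them were seen in 1 library only. A value of at least 5 was reached by 1 miRNA of PF_L (mdm-miR535b_1ss7GC), by none of PF_Z and by 1 of PF_D (mdm-MIR396a-p3_2ss1AT18TC), and both were named after their values were seen. The numbers depend on the rule: when all 3 libraries of a stage had to be above 0, they were 213 in PF_L, 76 in PF_Z and 61 in PF_D. A miRNA at 0 in a library can still have been present at up to 3 reads, so absence from a stage was not shown at this depth.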

Meanwhile, 665 miRNAs (348 known and 317 novels) were expressed in all three samples (Figure 1C). These known miRNAs in pink-flowered strawberry could be classified into 85 miRNA families, among which the miR482 family had the largest members of 43, followed by miR171-1 and miR156 families of 27 and 25 members, respectively, while 31 families only identified one member, such as miR481 and miR1862 (Figure 1D).

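With detection in at least 1 library per stage, 1392 miRNAs (574 known and 818 predicted) were found at all 3 stages. A further 108 were shared by PF_L and PF_Z only, 54 by PF_L and PF_D only and 39 by PF_Z and PF_D only. When a value above 0 was needed in all 3 libraries of a stage, 665 miRNAs (348 known and 317 predicted) were found at all 3 stages and 364 at none.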

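Grouped by the number in their names, the 739 known miRNAs fell into 162 families. miR482, whose members target NLR disease resistance genes, was the largest with 44 listed miRNAs. miR171, which targets GRAS genes, had 33, miR159, which targets GAMYB genes, had 32, and miR156, which targets SPL genes, had 29. The next were miR169 with 28, miR396 with 26, miR8175 with 25 and miR172 with 23. In 78 families a single miRNA was listed. Members that differ only by trimmed ends or substitutions were counted separately, so these sizes count isoforms and not genes.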

Among these miRNAs, some miRNAs were highly expressed in PF_L, PF_Z, and PF_D, such as mdm-miR390a and mdm-miR396b, which were accumulated at more than 1,000 TPM. However, 1,056 miRNAs, such as tae-MIR160-p3_1ss5CT and mdm-miR399a_1ss1TG, were expressed at a lower level (TPM < 5). Furthermore, the conserved miRNAs, including those of the same family, exhibited different expression levels. 

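mdm-miR390a, which directs the cleavage of TAS3 transcripts into siRNAs against auxin response factors, stood at 20189 ± 1641 normalized reads in PF_L, 10308 ± 1976 in PF_Z and 3190.0 ± 1037 in PF_D (SD, n = 3). It fell with development, with a log2 fold change from PF_L to PF_D of -2.72 (standard error 0.26, adjusted p = 1.33e-06), and also fell from PF_Z to PF_D by 1.73, a step that did not pass when those stages were fitted alone (adjusted p = 0.0644). mdm-miR396b, of a family that targets GRF growth regulators, stood at 7298 ± 1644 normalized reads in PF_L, 26974 ± 9774 in PF_Z and 48324 ± 2361 in PF_D. It rose by 1.84 log2 units from PF_L to PF_Z (adjusted p = 7.86e-04) and by 2.75 from PF_L to PF_D (standard error 0.27, adjusted p = 1.45e-06). The adjusted p values are limma's. In all, 47 miRNAs, or 40 distinct sequences, had a mean above 1000 normalized reads at every stage. The 5 most abundant sequences belonged to mdm-miR159d, mdm-miR166a, gra-MIR482-p3_1ss20TG, gma-MIR171f-p3 and bdi-miR7782-3p_R-4_2ss5-A21TG. mdm-miR396b and mdm-miR396a_1ss20AT have 1 sequence, whose reads cannot be assigned to either.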

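At the other end, 1052 miRNAs had a mean under 5 normalized reads at each of the 3 stages, and 1186 a mean under 5 over the 9 libraries. tae-MIR160-p3_1ss5CT was among the lowest, at 0.256 ± 0.224 normalized reads in PF_L, 0.538 ± 0.0111 in PF_Z and 3.11 ± 0.878 in PF_D (SD, n = 3). limma called it higher in PF_D than in PF_L (adjusted p = 0.0264), but no library held more than 3 of its reads, which is the floor, so no fold is given. The call ended without replicate 1, 2 or 3 of PF_L (adjusted p = 0.109, 0.0547 and 0.0698), without replicate 1 or 2 of PF_D (0.0642 and 0.0583), with equal library totals (0.0555) and with edgeR on the recovered reads (0.111). mdm-miR399a_1ss1TG, of a family that controls phosphate uptake, had 5.65 ± 0.601 normalized reads in PF_L, 8.96 ± 0.492 in PF_Z and 2.30 ± 0.531 in PF_D, and its log2 fold change from PF_L to PF_D, -1.02, did not pass (adjusted p = 0.132).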

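Within a family, 1 sequence mostly held the total. mdm-miR159d carried 92.9% of the miR159 total, mdm-miR166a 92.5% of miR166 and gma-MIR171f-p3 89.4% of miR171, whereas the most abundant sequence of miR396 held 46.1% and that of miR169 25.6%. Members of a family also moved in opposite directions. While mdm-miR390a, from the 5p arm, fell, csi-miR390a-3p_2ss15AG21AC, from the other arm, rose from 626 ± 179 normalized reads in PF_L to 1682 ± 221 in PF_D (SD, n = 3), a log2 fold change of 1.46 (standard error 0.28, adjusted p = 0.00169). In miR171, osa-miR171c-5p_1ss1GA fell from 5651 ± 1567 to 1113 ± 156.7 (log2 fold change -2.32, adjusted p = 2.04e-06) and gma-MIR171f-p3 rose from 84305 ± 1481 to 192001 ± 9204 (1.19, adjusted p = 0.00281). These p values are limma's, and csi-miR390a-3p_2ss15AG21AC and osa-miR171c-5p_1ss1GA were named after their values were seen. With the deposited scaling, 26 families had at least 2 called members from PF_L to PF_D, and in 13 of them some members rose and others fell.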

A correlation network was constructed for 412 miRNAs of which expressions were strongly correlated (*R*^2^ ≥ 0.90, *p* < 0.05; Figure 1E). 

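Pearson's r was computed over the 9 libraries on log2(value + 1) for every pair of the 1554 tested miRNAs, and pairs with r squared of at least 0.90 were counted. This gave 1026 pairs among 619 miRNAs, 655 positive and 371 negative, so 63.8% were positive. On the values without a log there were 1207 pairs, 94.8% of them positive. The chance level was found by permutation. When the libraries were permuted separately for each miRNA, 154 pairs passed on average (121 to 179 over 20 permutations), but when they were permuted within their stage, which keeps each miRNA's stage means and was added after the data were seen, 625 pairs passed (587 to 665). After the stage means were subtracted, 1864 pairs passed against 1565 on average (1502 to 1599) when those residuals were permuted within the stages. Of the 1026 pairs, 44 join miRNAs that have the same sequence. Each stage gives 3 of the 9 libraries, and a pooled r does not show that the members of a pair vary together within a stage.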

The results showed that most correlations among different miRNAs were positive. And some miRNAs, such as mes-miR171l, csi-miR393c-3p, and csi-miR166c-5p_L-1R + 1_1ss21GA were significantly correlated with more than 10 other miRNAs. 

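csi-miR166c-5p_L-1R+1_1ss21GA comes from the 5p arm of a miR166 precursor, whose other arm gives the regulator of HD-ZIP III genes. It stood at 28.9 ± 2.70 normalized reads in PF_L, 111 ± 6.97 in PF_Z and 1651 ± 464 in PF_D (SD, n = 3), and its log2 fold change from PF_L to PF_D was 5.75 (standard error 0.26, adjusted p = 1.12e-10) in limma. The step from PF_L to PF_Z was 1.91 (adjusted p = 7.86e-04). Its r squared was at least 0.90 with 25 miRNAs, positive with 18 and negative with 7. On residuals from the stage means, 1 miRNA reached that r squared with it. No miRNA is listed as mes-miR171l or csi-miR393c-3p, so these names were not analysed here.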

There were five novel miRNAs presenting strong and significant correlations, including PC-3p-40_65815, PC-5p-68118_64, PC-3p-5537_549, PC-5p-175_13734, and PC-5p-46040_94.

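PC-3p-40_65815 is a predicted miRNA without a database name. It was abundant, at 6135 ± 540.3 normalized reads in PF_L, 8989 ± 2134 in PF_Z and 8657 ± 178 in PF_D (SD, n = 3). Its log2 fold change from PF_L to PF_D, 0.50, did not pass in limma (adjusted p = 0.13). It passed at 1.10 (adjusted p = 0.0151) with reads scaled to the valid reads, a scaling added after the data were seen. It had 4 partners at an r squared of at least 0.90, 3 positive and 1 negative. The names PC-5p-68118_64, PC-3p-5537_549, PC-5p-175_13734 and PC-5p-46040_94 are not in the table in these spellings and were not analysed here.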

### Target Predictions of Both Known and Novel miRNAs by Degradome Sequencing

The targets of miRNAs identified in pink-flowered strawberry were predicted *via* degradome sequencing. A total of 23,726,719 raw reads were obtained (Supplementary Table S4). After removing the reads without the adaptors, 23,362,636 reads (98.47%) were successfully mapped to the *F. vesca* genome, and a total of 14,406 targets matched the annotated transcripts in the degradation library *via* Target Finder. CleaveLand identified 2,816 target genes for 639 miRNAs (Supplementary Table S5). Target analysis based on the degradome data showed that more than 80% of miRNAs regulated more than one gene, with the number of target genes varying from 1 to 278. Here, zma-MIR396f-p5_2ss19CT20TC cleaved the largest number of transcripts (278), while 114 miRNAs were cleaved a single target. Meanwhile, a gene could be the target of multiple miRNAs. For example, ath-mir858b-p5 and mdm-miR858 were predicted to regulate MYB82-like genes. The functions of miRNAs were predicted by analyzing the GO and KEGG enrichment of target genes. These analyses showed that miRNAs targeted a wide range of conserved regions in TFs including *MYB*s, *SPL*s, floral homeotic protein, and growth-regulating factor.

### Functions of Differentially Expressed Genes and miRNAs During Petal Coloring of Pink-Flowered Strawberry

To better understand the dynamic flower development, the DE genes and miRNAs in the nine libraries of pink-flowered strawberry were analyzed. As shown in Figure 2A, more DE genes were detected in PF_L vs. PF_D with 2,368 upregulated genes and 2,746 downregulated genes. Meanwhile, 1,940 and 3,741 DE genes were detected in PF_L vs. PF_Z and PF_D vs. PF_Z, respectively. To further analyze the biological functions of DE genes in pink-flowered strawberry, KEGG enrichment analysis was performed in PF_L vs. PF_Z, PF_L vs. PF_D, PF_Z vs. PF_D, and PF_L vs. PF_Z vs. PF_D. The DE genes were significantly enriched in plant hormone signal transduction and primary and secondary metabolic pathways, such as biosynthesis of amino acids, glutathione metabolism, terpenoid backbone biosynthesis, and phenylpropanoid biosynthesis (Supplementary Figure S1). Notably, 118 DE genes related to phenylpropanoid biosynthesis were identified in PF_L vs. PF_D, probably involved in petal color change during flower development. Meanwhile, the plant hormone signal transduction was significantly enriched in each stage of flower development.

**Figure 2:**
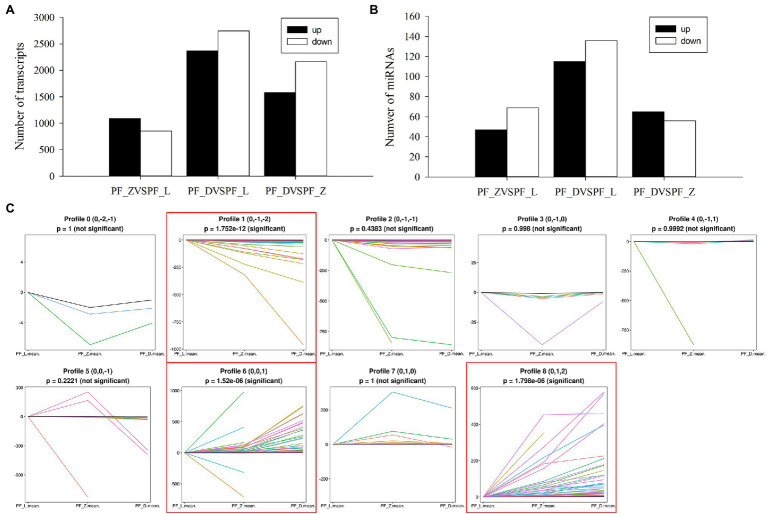
Overview of differentially expressed miRNAs and genes generated *via* high-throughput sequencing of the nine libraries in pink-flowered strawberry. **(A)** The numbers of differentially expressed transcripts in the various comparisons among PF_L, PF_Z, and PF_D. **(B)** The numbers of differentially expressed miRNAs in the various comparisons among PF_L, PF_Z, and PF_D. **(C)** Expression patterns of differentially expressed miRNAs during flower development from profile 0 to 8. Only profiles 1, 6, and 8 showed significantly different trends ( *p* < 0.05).

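More miRNAs were called between the young and the big bud than between neighboring stages. Of 1554 tested miRNAs, limma called 253 between PF_L and PF_D, 126 higher and 127 lower in PF_D. It called 57 between PF_Z and PF_D, 41 higher and 16 lower in PF_D, and 18 between PF_L and PF_Z, 9 higher and 9 lower in PF_Z. Of these, 22 of the 253, 2 of the 57 and 0 of the 18 had at most 3 reads per library on average at both stages, the floor under which no change is taken as shown. Among called miRNAs with a mean of at least 50 at the higher stage and no overlap between libraries, the largest rise from PF_L to PF_D was that of the predicted PC-3p-5481_553, which had no reads in PF_L, 12.5 ± 4.26 normalized reads (SD, n = 3) in PF_Z and 230.0 ± 65.3 in PF_D, at least 6.57 log2 units above a floor of 3 reads per library in PF_L. PC-5p-1384_1876, another predicted miRNA, rose from 54.5 ± 22.7 to 679.9 ± 157.2 (log2 fold change 3.68, adjusted p = 3.56e-07), and mdm-MIR396g-p3_1ss5AG, from the 3p arm of a miR396 precursor, from 13.1 ± 4.23 to 254 ± 124 (4.07, adjusted p = 1.16e-05). mdm-miR171i_1ss1TC, of the family that targets GRAS genes, rose from 33.4 ± 7.23 to 399.9 ± 67.7 (3.55, adjusted p = 1.19e-07). The steepest fall among them was that of ath-miR390a-5p_L+3, a longer form of miR390, from 66.1 ± 22.3 to 3.91 ± 1.57 (-3.78, adjusted p = 6.53e-05). From PF_L to PF_Z, ppe-miR172a-5p_3ss2TG9AT21GA rose by 2.45 (adjusted p = 0.00215).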

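The balance of higher and lower miRNAs differed between some scalings of the libraries. Between PF_L and PF_D, 49.8% of the called miRNAs were higher in PF_D with the deposited values, and the share was close to this with a median of ratios (48.1% of 258) and with edgeR on the recovered reads (48.4% of 252), but not with all library totals set equal (23.8% of 315) or with reads scaled to the valid reads (78.5% of 288), a scaling added after the data were seen. In this order the shares were 71.9%, 76.9%, 71.0%, 37.3% and 82.7% between PF_Z and PF_D, and 50.0%, 50.0%, 68.2%, 38.5% and 66.7% between PF_L and PF_Z. With DESeq2 on the recovered reads the share was 59.7% of 176 between PF_L and PF_D, 72.2% of 72 between PF_Z and PF_D and 66.7% of 48 between PF_L and PF_Z. The median log2 fold change of the 517 miRNAs with a mean of at least 5 from PF_L to PF_D was -0.09 with the deposited values, -0.12 with the median of ratios, -0.66 with equal totals and 0.44 with reads scaled to the valid reads. The library totals set equal count a sequence under several names once per name, which enlarges this shift. Their means were 1135224 in PF_L and 1715120 in PF_D, against 942777 and 1253778 over distinct sequences. Of the 253 called miRNAs, 137 kept their call and direction under these 4 scalings, 75 of them higher and 62 lower, and none was called in the other direction. The count was 130 without replicate 1 of PF_L (82 higher and 48 lower) and 154 without replicate 3 of PF_L (88 higher and 66 lower). Between PF_L and PF_Z it was 10 without replicate 2 of PF_Z and 35 without replicate 3 of PF_Z, and between PF_Z and PF_D 29 without replicate 3 of PF_D. For these neighboring stages, in this order, the counts were 11 and 18 in a fit of the compared stages alone, 44 and 62 with edgeR, and 48 and 72 with DESeq2. In PF_Z against PF_L, 5 of the 9 lower miRNAs have unmodified rice or Brassicaceae names, most of which were seen mainly in the PF_L libraries.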

Meanwhile, 251, 121, and 116 DE miRNAs were identified in PF_L vs. PF_D, PF_D vs. PF_Z, and PF_L vs. PF_Z, respectively (Figure 2B). According to the changes in the expression levels, these DE miRNAs could be categorized into nine groups (profiles 0–8; Figure 2C), among which profile 1, profile 6, and profile 8 showed significantly difference (*p* < 0.05). 

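Over the 3 stages, limma's F test called 176 miRNAs at an adjusted p under 0.05. The stage means rose at both steps for 87 of them (49.4%) and fell at both for 52 (29.5%). They rose and then fell for 9 and fell and then rose for 14, and the remaining ones had an equal mean at a pair of neighboring stages. Without adjustment 428 miRNAs passed, 148 with rises at both steps and 151 with falls at both. The steps are those of the means and were not tested one by one.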

The profile 1 was continuously upregulated including 63 miRNAs, while profiles 6 and 8 were downregulated, including 75 and 65 miRNAs, respectively. A total of 2,134 DE genes targeted by DE miRNAs were identified in pink-flowered strawberry. These target genes were involved in transcriptional regulation, plant hormone signal transduction, phenylpropanoid biosynthesis, spliceosome, and endocytosis (Supplementary Figure S2). Collectively, these results confirm the significant role of miRNAs in petal color formation of pink-flowered strawberry.

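At the level of families, limma called 42 of 139 from PF_L to PF_D, 26 higher and 16 lower, 14 from PF_L to PF_Z, 6 higher and 8 lower, and 10 from PF_Z to PF_D, 7 higher and 3 lower. The 14 became 6 without replicate 3 of PF_L or 2 of PF_Z, 7 without replicate 3 of PF_D and 8 without replicate 1 or 2 of PF_L or 1 or 2 of PF_D, and the 10 became 4 without replicate 3 of PF_D, 6 without replicate 2 of PF_Z and 16 without replicate 1 of PF_Z. Of 6 tested families that act on growth and organ boundaries, 5 changed from PF_L to PF_D. miR169, which targets NF-YA genes, rose from 2069 ± 43.6 to 6641 ± 2284 normalized reads (SD, n = 3), a log2 fold change of 1.61 (standard error 0.27, adjusted p = 9.48e-04). miR171 (1.02), miR394 (1.16) and miR396 rose as well, whereas miR164, which targets NAC genes, fell by 0.83 (adjusted p = 0.0193) and miR166 did not pass. The numbers were the same, 4 higher and 1 lower, adjusted over the list alone. Of 7 families of nutrient homeostasis, miR395 (sulfate), miR397 (copper) and miR399 (phosphate) were higher in PF_D, with log2 fold changes of 1.65, 0.86 and 1.37, also adjusted over the list alone. None of them was called lower by limma or at an unadjusted p under 0.05, but edgeR on the recovered reads called miR398 (-1.02) and miR408 (-1.23) lower. Of 3 families of the silencing machinery, limma called miR403, which targets AGO2, lower, but it had 2, 4 and 2 reads in the PF_L libraries and none in PF_D, on average within the floor of 3 reads per library, so a change was not shown at this depth. Of 5 regulators of NLR genes miR1507 was higher, and miR482 (-0.32) was called lower only with equal library totals (-0.92) and with edgeR (-1.03). Of 5 families that resemble tRNA or rRNA fragments limma called no total, while that of miR6300 was lower at an unadjusted p under 0.05 and with edgeR. Among their most abundant members, limma called ath-miR8175_L-2 higher in PF_D than in PF_L (2.17, adjusted p = 0.00603). It called gma-miR6300_R+5_1 lower (-1.16, adjusted p = 0.0190), and those of the other families did not pass. The scaling limits these calls. From PF_L to PF_D, with a median of ratios 22 families were higher and 17 lower, near the numbers above, with equal library totals 14 and 23, with edgeR 10 and 23, and with reads scaled to the valid reads 48 and 10. In this order they were 3 and 8, 6 and 11, 3 and 19, and 6 and 6 from PF_L to PF_Z. From PF_Z to PF_D they were 5 and 3, 2 and 4, 7 and 3, and 7 and 2. For families, edgeR took its TMM factors from the 139 family totals alone, and its changes from PF_L to PF_D printed here all lay below limma's. Calls that ended or appeared with edgeR can therefore reflect this scaling. With edgeR the calls from PF_L to PF_D of miR171 (0.32), miR394 (0.44), miR396 (0.47), miR397 (0.16), miR399 (0.71) and miR1507 (0.87) ended, and those of miR397 (0.27), miR399 (0.78) and miR1507 (0.92) also ended with equal library totals. That of miR399 ended without names that carry a substitution (1.23, adjusted p = 0.0678). miR164 was not called with reads scaled to the valid reads (-0.23), nor without replicate 1 of PF_L (adjusted p = 0.0862), 2 of PF_D (0.0755) or 3 of PF_D (0.0749), and miR1507 not without replicate 1 or 3 of PF_L (0.0601 and 0.0557) or 3 of PF_D (0.0639). Of the 16 families lower in PF_D and the 8 lower in PF_Z, each against PF_L, the same 6 rest mostly on reads with rice or Brassicaceae names. Of the called families, 4 of the 42, 4 of the 14 and 1 of the 10 had at most 3 reads per library on average at both stages compared, so a change was not shown for them at this depth: miR403, miR2603, miR1425 and miR391 from PF_L to PF_D, miR1425, miR391, miR3623 and miR6280 from PF_L to PF_Z, and miR6280 from PF_Z to PF_D.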

### Identification and Characterization of Genes and miRNAs Related to Petal Color Change of Pink-Flowered Strawberry

The key genes involved in flower color formation of pink-flowered strawberry were summarized from the transcriptome database. The annotations of 56 DE genes were related the anthocyanin biosynthesis, including anthocyanin and flavonol synthesis-related structural genes, anthocyanin modified genes, and anthocyanin transporters (Supplementary Table S6). Majority of DE structural genes showed a gradual increase in expression during flower development (Figure 3A). Two phenylalanine ammonia-lyases (PALs) phenylpropanoid biosynthesis pathway were DE. Among other DE genes, one chalcone synthase (CHS), two chalcone isomerases (CHI), four flavanone 3-hydroxylases (F3H), three flavonoid 3′-hydroxylases (F3’H), and one flavonoid 3′,5′-hydroxylase (F3’5’H) were DE during the upstream of anthocyanin biosynthesis, and three DE dihydroflavonol 4-reductases (DFR), two DE anthocyanidins synthases (ANS), and four DE UDP-glycosyltransferases (UGTs) were in the downstream of anthocyanin biosynthesis. Three DE genes *FvCHS* (FvH4_7g01160), *FvDFR* (FvH4_2g39520), and *FvANS* (FvH4_5g01170), significantly increased in PF_L vs. PF_D. In addition, two types of anthocyanin transporters were obtained. There were 16 DE genes encoding glutathione S—transferases F (GSTF) and 13 ABCC transporter family members, such as *FvGSTF* (FvH4_1g27460, FvH4_3g16240) and *FvABCC* genes (FvH4_3g44230) showing significant difference in PF_L vs. PF_D (log_2_ fold change > 3; Figure 3B). Several TFs have been confirmed to play an important role in the petal color change. In this study, 173 DE TFs, such as MYBs (37 genes), bHLHs (36 genes), SPLs (13 genes), and NACs (30 genes), were identified in the PF_L vs. PF_Z vs. PF_D. The expression patterns of the DE TFs in the three developmental stages were shown in Figure 3C. Among the DE TFs, the majority exhibited a lower expression in PF_D than the control PF_L stage.

**Figure 3:**
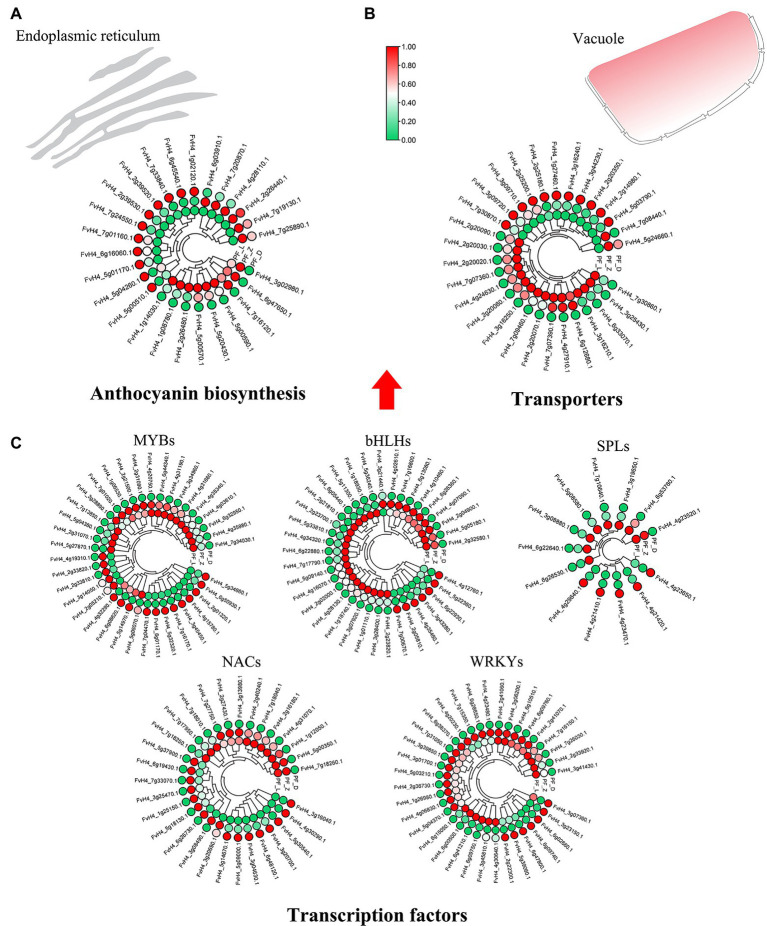
Heatmaps showing the expression patterns of the differentially expressed genes involved in anthocyanin biosynthesis. **(A)** Differentially expressed structural genes of the anthocyanin biosynthesis pathway. **(B)** Differentially expressed transporters involved in anthocyanin biosynthesis. **(C)** Differentially expressed transcription factors, including *MYBs*, *bHLHs*, *SPLs*, *NACs*, and *WRKYs*, which regulate anthocyanin biosynthesis.

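Of 5 families that the study ties to petal color, limma called miR156 and miR396 higher in PF_D than in PF_L, and miR159, miR828 and miR858 did not pass its test. edgeR on the recovered reads, scaled on the family totals alone, did not call miR396 (0.47, adjusted p = 0.0826). miR159, which targets GAMYB genes, stood at 241511 ± 32898 normalized reads in PF_L and 299172 ± 26538 in PF_D (SD, n = 3), a log2 fold change of 0.31 (adjusted p = 0.27) that turned to -0.28 with equal library totals and was called, at 0.91, with reads scaled to the valid reads. miR828, which targets R2R3-MYB genes and starts secondary siRNAs from them, had totals of 574, 1285 and 799 from PF_L to PF_D (0.54, adjusted p = 0.302). miR858, which targets another set of R2R3-MYB genes, had totals of 1461, 2401 and 1711 (0.20, adjusted p = 0.632). With equal totals both turned negative, to -0.06 and -0.39, and with reads scaled to the valid reads miR828 was called, at 1.14. Adjusted over the list alone, 2 of the 5 were higher in PF_D than in PF_L, and 4 were higher in PF_Z than in PF_L. The study chose these families on these samples, so that count is not independent evidence. Among 4 families of MYB regulators, which add miR319 to the last 3, limma called none from PF_L to PF_D, none at an unadjusted p under 0.05 and none with edgeR. From PF_L to PF_Z it called none over all families, while miR828 was higher adjusted over the list alone (log2 fold change 1.11, adjusted p = 0.0864 over all families). The family targets named here were not derived from these data. The paper's own pairs of miRNA and target come from a degradome library that was not analysed here.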

Although no anthocyanin synthesis-related structural genes were regulated by DE miRNAs, many TFs potentially regulating anthocyanin biosynthesis were targeted by 98 DE miRNAs (Figure 4), of which 26 targeted *FvMYBs* (Supplementary Figure S3A), 12 targeted *FvbHLHs* (Supplementary Figure S3B), 14 targeted *FvNACs* (Supplementary Figure S3C), and 19 targeted *FvSPLs* (Supplementary Figure S3D). There were eight targeted *FvMYBs*, including *FvMYB4*, *FvMYB5*, *FvMYB6-1*, *FvMYB6-2*, *FvMYB82*, *FvMYB114*, *FvMYB308*, and *FvGAMYB*. As shown in Supplementary Figure S3A, five miRNA-targets showed negative correlations, such as mdm-miR828a (target *FvMYB114*) and mdm-miR858 (target *FvMYB6*). 

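mdm-miR828a was highest at PF_Z, at 442 ± 186 normalized reads in PF_L, 1094 ± 547 in PF_Z and 683 ± 56.4 in PF_D (SD, n = 3). Its log2 fold change was 1.23 (standard error 0.36, adjusted p = 0.119) from PF_L to PF_Z and 0.70 (adjusted p = 0.193) from PF_L to PF_D, so neither passed in limma, but the first passed with edgeR on the recovered reads (adjusted p = 0.00346), with DESeq2 (0.0261) and without replicate 1 of PF_Z (log2 fold change 1.71, adjusted p = 0.00703). With reads scaled to the valid reads the second was called, at 1.30. mdm-miR858 stood at 193 ± 41.0 normalized reads in PF_L, 301 ± 71.0 in PF_Z and 248 ± 59.6 in PF_D, with a log2 fold change of 0.63 from PF_L to PF_Z (adjusted p = 0.324) and 0.35 from PF_L to PF_D (adjusted p = 0.411).

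**Figure D1:**
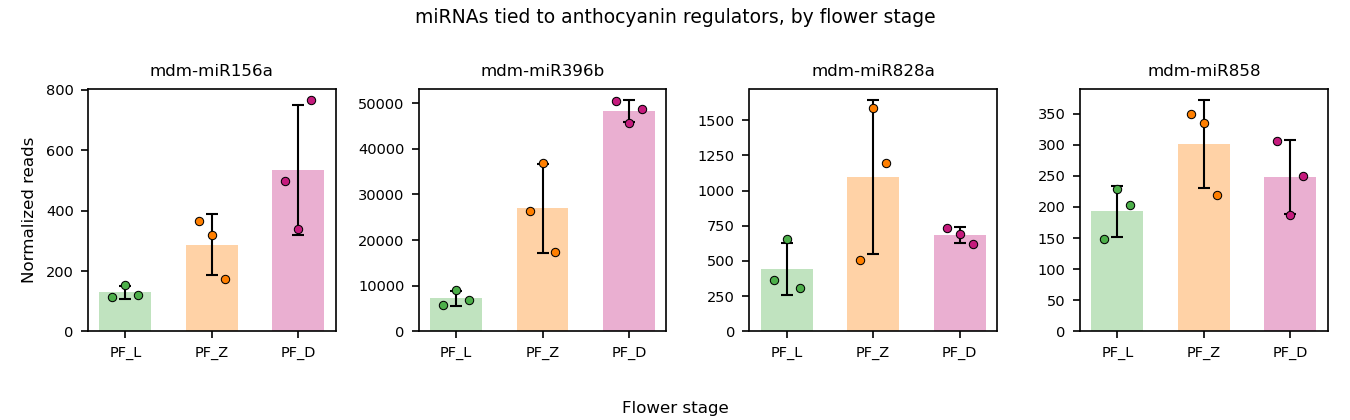
Normalized reads of mdm-miR156a, mdm-miR396b, mdm-miR828a and mdm-miR858 (vertical axis, linear from 0) at PF_L, PF_Z and PF_D. Bars are means, error bars the SD of 3 libraries and points the single libraries. mdm-miR156a and mdm-miR396b are highest in PF_D, whereas mdm-miR828a and mdm-miR858 are highest in PF_Z with overlapping spreads.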

Most miRNA-*FvMYB*s showed a reverse expression pattern only in one development stage. For example, ppe-miR858_R-2 showed first increased at PF_Z and then decreased at PF_D, while its target *FvMYB308* (FvH4_2g01320.1) showed continuous accumulation during flower development. There were seven targeted *FvbHLHs*, including *FvbHLH30*, *FvbHLH77*, *FvbHLH79*, *FvbHLH100*, *FvbHLH113*, *FvbHLH137*, and *FvbHLH157*, in which six miRNA-targets showed reverse expression patterns, such as osa-miR396-5p (target *FvbHLH79*); There were six targeted *FvSPLs*, including *FvSPL9*, *FvSPL13A*, *FvSPL6*, *FvSPL12*, and *FvSPL16*. Most miRNA-*FvSPL*s showed reverse expression patterns. For example, the expression levels of mdm-miR156a increased during development, while its target (*FvSPL13A*) decreased. These results suggested that the flower development and petal color change in pink-flowered strawberry might be primarily regulated by miRNAs, through control of TF expression.

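mdm-miR156a, which targets SPL genes that keep anthocyanin regulators in check, stood at 129.6 ± 21.8 normalized reads in PF_L, 287 ± 101 in PF_Z and 534 ± 216 in PF_D (SD, n = 3). It rose from PF_L to PF_D with a log2 fold change of 1.97 (standard error 0.33, adjusted p = 5.46e-04) in limma. The steps from PF_L to PF_Z (1.08, adjusted p = 0.13) and from PF_Z to PF_D (0.89, adjusted p = 0.137) did not pass on their own, although the first did with edgeR (adjusted p = 0.0156), with DESeq2 (0.0331) and without replicate 3 of PF_Z (0.0304).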

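Other miRNAs with transcription factor targets moved both ways. mdm-miR159d_R-1, a shortened form of the GAMYB regulator, rose from 709.5 ± 103 in PF_L to 1449.9 ± 315 normalized reads in PF_D (SD, n = 3), a log2 fold change of 1.02 (standard error 0.26, adjusted p = 0.0126), while the far more abundant full form mdm-miR159d did not change detectably (0.32, adjusted p = 0.383). Another miR159 form, rco-miR159_R+3, fell from 4682 ± 360 to 2285 ± 332 with the deposited scaling (-1.04, standard error 0.25, adjusted p = 0.00952). It was already lower in PF_Z than in PF_L (-1.09, adjusted p = 0.0399). mdm-miR164b, which targets NAC genes, fell from 14583 ± 2639 to 8231 ± 2097 (-0.84, standard error 0.24, adjusted p = 0.0238). mdm-miR166a, the main regulator of HD-ZIP III genes here, did not pass (0.30, adjusted p = 0.429). All p values are limma's. The call of mdm-miR159d_R-1 ended with equal library totals (adjusted p = 0.2) and without replicate 1 or 3 of PF_L (0.0717 and 0.0523) or 3 of PF_D (0.0754). That of mdm-miR164b ended with reads scaled to the valid reads (0.655) and without replicate 1 or 3 of PF_L (0.121 and 0.0606) or 2 or 3 of PF_D (0.097 and 0.102). From opposite courses of miRNAs and of the transcription factor mRNAs that the degradome links to them (Supplementary Figure S3), the paper raises the possibility that miRNAs are the main regulators of flower development and petal color, acting through transcription factors. Its other evidence is qRT-PCR of miRNAs and targets, and transient expression of candidate miRNAs that changed petal color and anthocyanin content. Neither was analysed here.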

**Figure 4:**
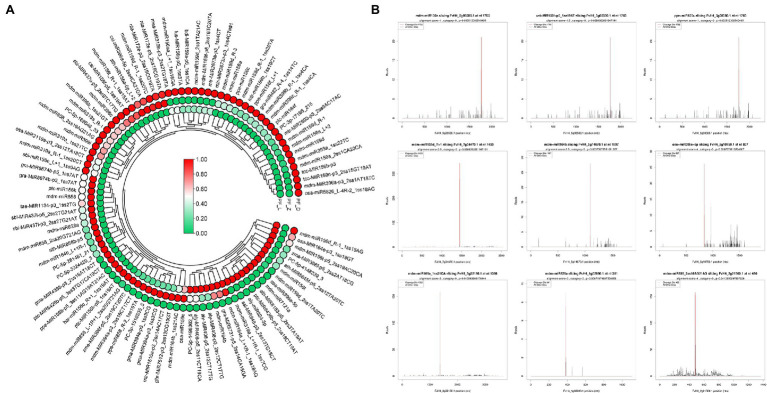
Differentially expressed miRNAs involved in anthocyanin biosynthesis and target (T) plots of miRNAs verified by degradome sequencing. **(A)** Heatmaps showing the expression patterns of the differentially expressed miRNAs involved in anthocyanin biosynthesis. **(B)** The plots of the targets cleaved by the corresponding miRNAs from the degradome library. The red line represents the predicted cleavage sites of the corresponding miRNAs.

Furthermore, nine miRNAs and corresponding candidate targets were selected for qRT-PCR analysis to validate the expression patterns of miRNAs and their targets. Our results supported downregulation of target genes mediated by miRNAs (Figure 5). With the development of flower and the deepening of petal color, the expression levels of the four miRNAs, including FamiR156a (targeting *FaSPL13* FvH4_5g08580.1 and *FaSPL16* FvH4_4g23520.1), FamiR156f-L + 1 (targeting *FaSPL9* FvH4_6g22640.1 and *FaSPL13* FvH4_5g08580.1), and FamiR156f-P5 (targeting *FaSPL13* FvH4_5g08580.1) gradually increased while the expression levels of their corresponding targets gradually decreased (Figure 5A). The other five miRNAs including FamiR164b (targeting *FaNAC* FvH4_5g14670.1 and FvH4_6g48120.1), FamiR159d-R-1 (targeting *FaGAMYB* FvH4_7g04470.1), FamiR396e (targeting *FabHLH79* FvH4_4g35460.1), FamiR828a (targeting *FaMYB114* FvH4_2g31020.1), and FamiR858_R-2 (targeting *FaMYB308* FvH4_2g01320.1), showed an opposite trend of which their expression levels significantly decreased, while their target genes significantly increased (Figure 5B).

**Figure 5:**
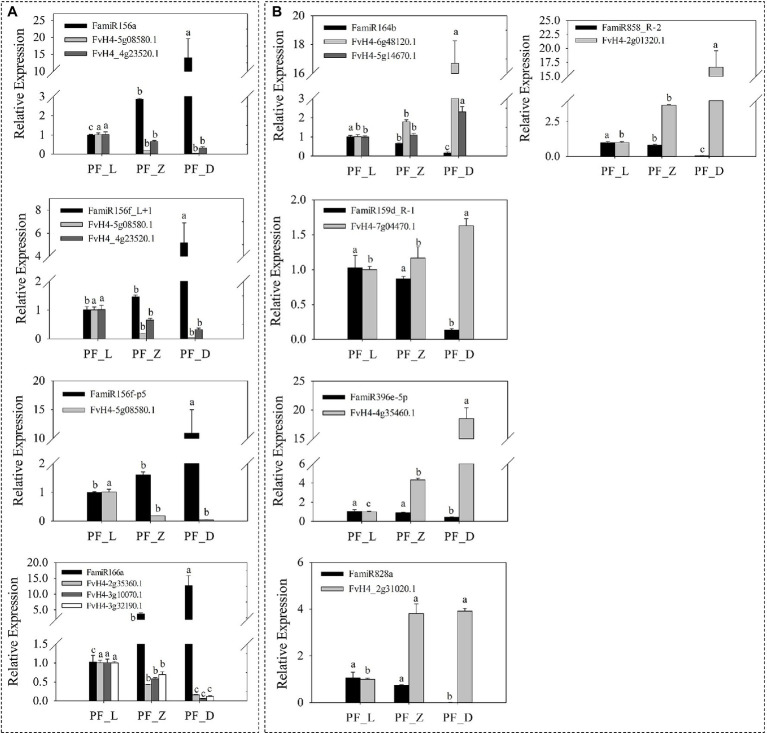
Expression patterns of nine anthocyanin-related miRNAs and corresponding candidate targets in pink-flowered strawberry. **(A)** The expressions of miRNAs showed an upward trend, while their corresponding targets showed a downward trend during flower development. **(B)** The expression levels of miRNAs decreased gradually, while the expression levels of corresponding targets increased gradually. L, young bud stage; Z, beginning coloration stage; and D, big bud stage. Error bars show the SEs from three biological replicates and the lowercase indicates statistical significance at *p* < 0.05.

### Screening of Target Genes and miRNAs Related to Hormone Signal Transduction Pathways

According to the KEGG analysis, eight signal transduction pathways, including auxin, cytokinin, gibberellins, and abscisic acid, were annotated in the transcriptome data of pink-flowered strawberry. A total of 177 DE genes were identified, among which 38 were involved in auxin signal transduction, 15 in cytokinin signal transduction, three in gibberellin signal transduction, 36 in abscisic acid signal transduction, 32 in ethylene signal transduction, 27 in brassinosteroid signal transduction, 20 in jasmonate signal transduction, and six in salicylic acid signal transduction (Supplementary Figure S4). In the auxin signaling pathway, six DE genes encoding auxin transporters (Aux1), nine encoding auxin-responsive proteins IAA (AUX1/IAA), 13 encoding auxin response factors (ARF), and seven encoding auxin-responsive GH3 showed distinct expression dynamics across three developmental stages. Multiple *FvARF* genes, were highly expressed in PF_L, and gradually decreased alone the development of flower; However, two *FvAUX1* genes (FvH4_6g11840, FvH4_2g22520) showed high fold change between PF_L and PF_D (>3.5), and their expression levels increased gradually alone flower development. Most DE genes within the cytokinin pathway were expressed higher in PF_L than PF_D, such as one *FvAHP* gene (FvH4_3g01870) and two *FvARR* genes (FvH4_7g25970, FvH4_1g01300). Their expression level decreased gradually during petal development.

Three DE genes were involved in gibberellin signaling pathway, in which one transcript encoding *FvGID* (FvH4_6g04960) was differentially expressed during flower development. A total of 29 transcripts of probable protein phosphatase 2C gene (PP2C) were annotated in abscisic acid signaling pathway, most of which showed increased expression levels; FvH4_7g31810 showed a large fold change of 4.17 between PF_L and PF_D. As shown in Supplementary Figure S4, most of the DE genes of the ethylene signal transduction pathway were expressed higher in PF_L than PF_D. Additionally, seven and 14 transcripts were annotated as serine/threonine-protein kinases (CTR) and ethylene-responsive TFs (ERF), respectively. Three transcripts FvH4_2g26080, FvH4_7g26410, and FvH4_4g03470 encoding *FvERF* genes showed high accumulation at PF_L. Seven transcripts encoding serine/threonine-protein kinase (BSK), 10 encoding xyloglucan endotransglucosylase/hydrolase (TCH4), and four encoding cyclin-D3 (CYCD3) involving in the brassinosteroid signal transduction were identified. The expression level of the *FvTCH4* gene (FvH4_4g22090) decreased first and then increased during development, corroborated with its FPKM value. In addition, the expression level of the *JAR1* gene (FvH4_7g16040) within the jasmonic acid pathway increased gradually and reached the maximum at the PF_D stage.

We further investigated the target genes of miRNAs involved in plant hormone signal transduction based on the degradome data. Twenty-seven DE miRNAs participated in auxin, GA, ethylene, jasmonate, and abscisic acid signal transduction (Figure 6). 

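Of 4 families that act on auxin signaling, 3 changed from PF_L to PF_D in limma. miR393, which targets the TIR1 and AFB auxin receptors, rose with a log2 fold change of 4.34 (standard error 0.29, adjusted p = 6.90e-07). miR390, which acts on auxin response factors through TAS3, fell from 21334 ± 1773 to 5182 ± 1221 normalized reads (SD, n = 3; log2 fold change -2.07, standard error 0.23, adjusted p = 9.84e-05). miR160, which targets auxin response factors directly, fell, and miR167, which targets another group of them, did not pass (0.21, adjusted p = 0.632). The same 1 higher and 2 lower were found adjusted over the list alone. miR393 and miR390 kept their call and direction under each of the 4 scalings, at 3.74 to 4.94 and -2.66 to -1.47, whereas miR160 was not called with reads scaled to the valid reads (-0.40, adjusted p = 0.252). Already from PF_L to PF_Z miR393 rose by 1.26 (adjusted p = 0.0196) and miR390 fell by 0.89 (adjusted p = 0.0356). The earlier call of miR393 ended without replicate 1, 2 or 3 of PF_L (adjusted p = 0.0532, 0.0675 and 0.0984) or 2 of PF_Z (0.0876). That of miR390 ended without replicate 1, 2 or 3 of PF_L (0.133, 0.0937 and 0.0984), 1 or 3 of PF_Z (0.0582 and 0.0716) or 3 of PF_D (0.0578), and with reads scaled to the valid reads (0.18).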

Meanwhile, 14 miRNAs targeting eight genes of auxin signal transduction accounted for half of the miRNAs related to hormone signal transduction pathway. Four *ARF* genes were targeted by seven miR160s, including mdm-miR160a, mdm-miR160a_R + 1, mdm-miR160a_L + 3, mdm-miR160a_L + 1R-1, mdm-miR160a_1ss21AG, csi-miR160c, and csi-miR160c-5p_R + 1_1ss19CT (TPM > 50). From bud stage to full bloom stage, the expression of mdm-miR160a, mdm-miR160a_L + 1R-1, mdm-miR160a_R + 1, and csi-miR160c-5p_R + 1_1ss19CT gradually decreased; in contrast, the expression level of the candidate target genes gradually increased. 

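mdm-miR160a, the main member of a family that targets auxin response factors, stood at 10307 ± 316 normalized reads in PF_L, 6828 ± 1422 in PF_Z and 5671 ± 789 in PF_D (SD, n = 3), a log2 fold change from PF_L to PF_D of -0.87 (standard error 0.22, adjusted p = 0.0116). csi-miR160c-5p_R+1_1ss19CT fell from 352 ± 52.2 to 134 ± 16.4 (-1.38, standard error 0.29, adjusted p = 0.00395). mdm-miR160a_L+3 fell from 48.8 ± 1.00 to 18.1 ± 1.84 (-1.38, adjusted p = 0.00591) and mdm-miR160a_L+1R-1 from 20.0 ± 7.18 to 6.74 ± 4.15 (-1.58, adjusted p = 0.0352). mdm-miR160a_R+1 (-0.86, adjusted p = 0.056) and mdm-miR160a_1ss21AG (-0.75, adjusted p = 0.0856) were lower in PF_D but did not pass in limma, although both did with DESeq2 (adjusted p = 0.0409 and 0.0462). No miRNA is listed as csi-miR160c. The 4 calls ended with reads scaled to the valid reads, where mdm-miR160a fell by 0.27 (adjusted p = 0.582), so the size of the fall depends on the scaling. mdm-miR160a also missed the threshold without replicate 1 or 3 of PF_L (adjusted p = 0.0501 and 0.0505) or 2 of PF_D (0.0592), and mdm-miR160a_L+1R-1 without replicate 1, 2 or 3 of PF_L (0.0971, 0.0514 and 0.159) or 3 of PF_D (0.154) and with the paper's own test (unadjusted p = 0.0506).

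**Figure D2:**
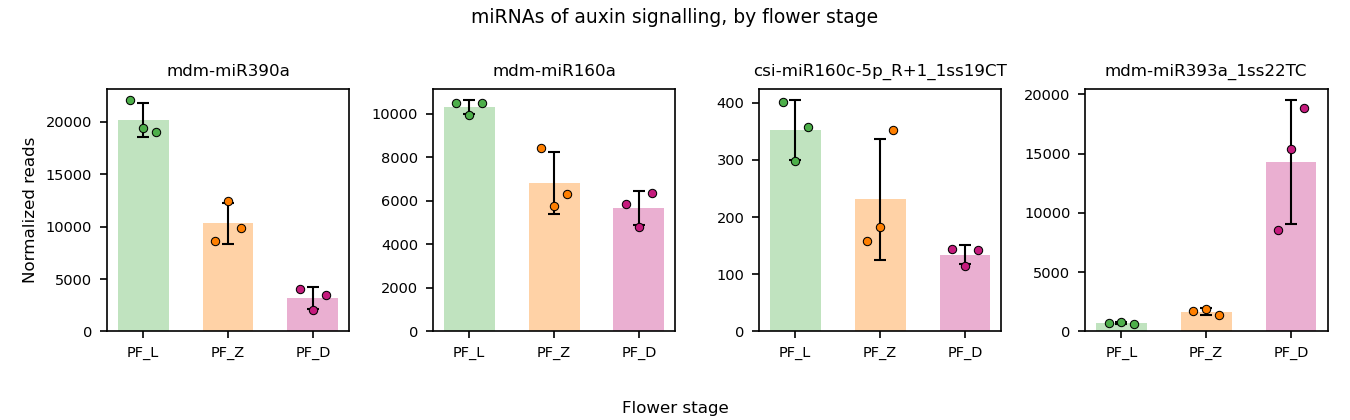
Normalized reads of mdm-miR390a, mdm-miR160a, csi-miR160c-5p_R+1_1ss19CT and mdm-miR393a_1ss22TC (vertical axis, linear from 0) at PF_L, PF_Z and PF_D. Bars are means, error bars the SD of 3 libraries and points the single libraries. The miR390 and miR160 forms are lowest in PF_D, and mdm-miR393a_1ss22TC is highest there; the fall of both miR160 forms was not called with reads scaled to the valid reads.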

Different miR393 members targeted *FaAUX1* and *FaTIR1* (Supplementary Figure S5). 

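mdm-miR393a_1ss22TC held 92.2% of the miR393 total and stood at 702 ± 104 normalized reads in PF_L, 1679.6 ± 263 in PF_Z and 14279 ± 5248 in PF_D (SD, n = 3). Its log2 fold change from PF_L to PF_D was 4.28 (standard error 0.27, adjusted p = 5.53e-09) and from PF_Z to PF_D 3.02 (adjusted p = 1.64e-06). mdm-miR393g rose more steeply, from 25.7 ± 0.753 to 1223 ± 487 (5.42, standard error 0.31, adjusted p = 1.25e-09). Within PF_D the replicates differed by a large SD, yet all 3 libraries of PF_D lay above every library of PF_L. The p values are limma's; an exact permutation test of 3 against 3 libraries cannot go below p = 0.10.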

In the abscisic acid signal transduction pathway, six miRNAs targeted six transcripts of *FvPP2C* gene family. In ethylene signal transduction, three miRNAs (mdm-miR172a_R + 1_1ss1AG, csi-MIR156f-p5_1ss19AT, and zma-MIR396f-p5_2ss2AT18CG) targeted *FvERF* and *FvCTR1*. Additionally, mdm-miR172a_R + 1_1ss1AG and csi-MIR156f-p5_1ss19AT showed a progressive increase of expression during flower development, leading to reduction of *FvERF* expression. 

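mdm-miR172a_R+1_1ss1AG, of the family that targets AP2-type genes, stood at 126 ± 22.8 normalized reads in PF_L, 212 ± 56.8 in PF_Z and 338 ± 53.0 in PF_D (SD, n = 3), a log2 fold change from PF_L to PF_D of 1.43 (standard error 0.27, adjusted p = 0.00192). csi-MIR156f-p5_1ss19AT, from the 5p arm of a miR156 precursor, rose from 640.1 ± 112 in PF_L to 2492 ± 910.1 in PF_Z (1.90, adjusted p = 7.86e-04) and was 2809 ± 431 in PF_D (2.13 against PF_L, adjusted p = 3.82e-05). Its change from PF_Z to PF_D, 0.24, did not pass (adjusted p = 0.702). For mdm-miR172a_R+1_1ss1AG neither single step passed (0.73 and 0.70). The p values are limma's.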

On the contrary, zma-MIR396f-p5_2ss2AT18CG showed relatively high expression levels during the initial developmental stages, while its target *FvCTR1* showed an opposite expression pattern (Supplementary Figure S5). 

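zma-MIR396f-p5_2ss2AT18CG stood at the detection limit, with 0.972 ± 0.535 normalized reads in PF_L and 0.212 ± 0.368 in PF_D (SD, n = 3), and no reads in PF_Z. The difference between PF_L and PF_D did not pass (log2 fold change -0.70, adjusted p = 0.241, limma). A floor of 3 reads per library covers all 3 stages, so no change was detectable at this depth.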

Our data suggest miRNAs could alter the expression of key genes related to auxin, GA, and ABA pathways during flower development.

**Figure 6:**
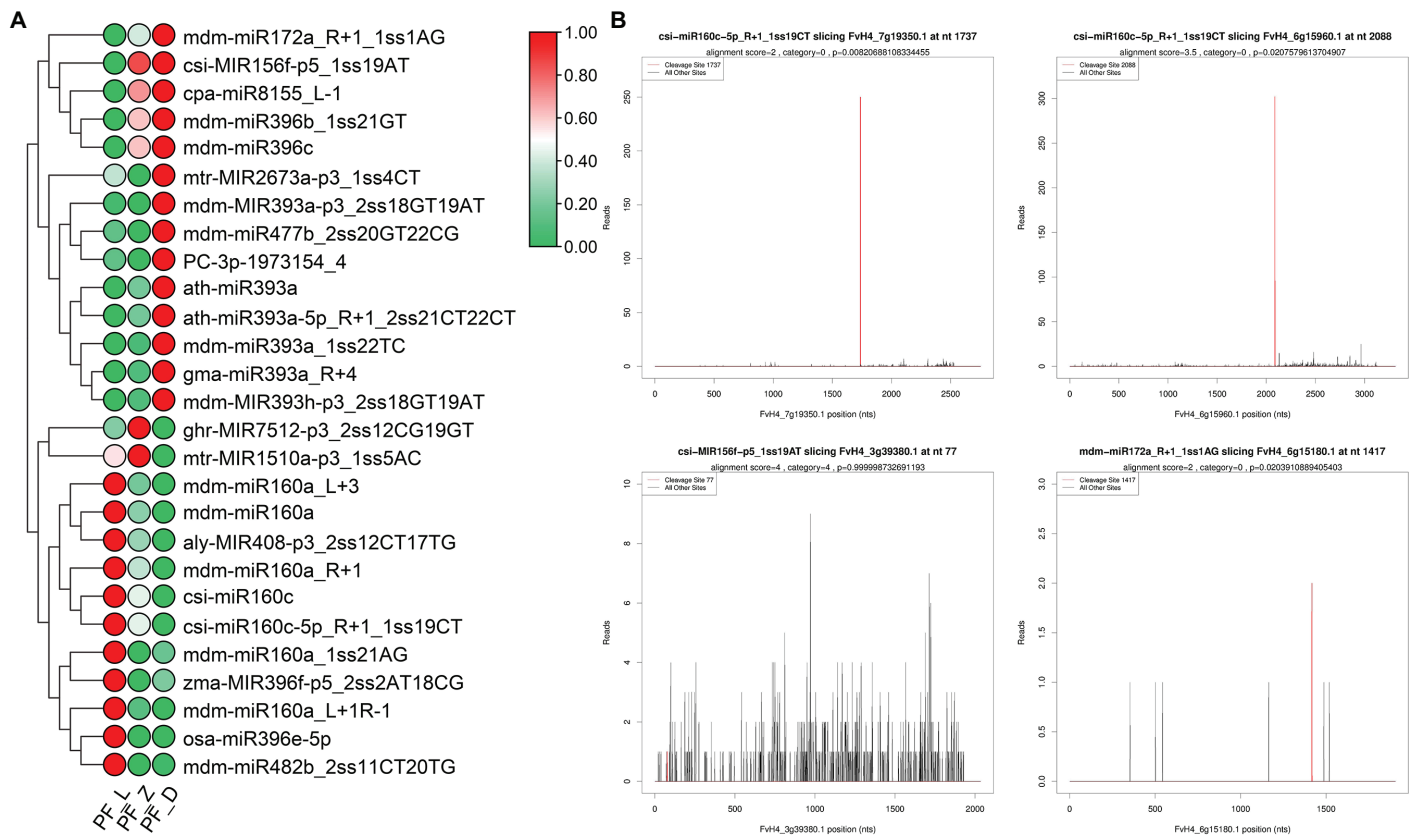
Differently expressed miRNAs involved in hormone signal transduction pathway and target (T) plots of miRNAs verified by degradome sequencing. **(A)** Heatmaps showing expression patterns of the different expression miRNAs involved in hormone signal transduction pathway. **(B)** T plots of the targets cleaved by the corresponding miRNAs from the degradome library. The redline represents the predicted cleavage site of the corresponding miRNAs.

Furthermore, five identified miRNAs were selected and their expression was measured by the qRT-PCR. Along flower development, a progressive decrease in FamiR160a_L + 1R-1 was observed, while the abundance of its target *FaARF* (FvH4_6g15960.1) increased significantly. Similar miRNA target expression patterns were also found for FamiR160c-5p_R + 1 and FamiR160a_R + 1 (Figure 7A). Indeed, for these FamiR160 members, a significant decrease (*p* < 0.05) in abundance was seen in PF_L vs. PF_D, and their target *FaARF* (FvH4_7g19350.1) showed a progressive increase (*p* < 0.05). The FamiR172a_R + 1 was found highly accumulated at PF_D, opposite to the target *FaERF* (FvH4_6g15180.1) gene. The pair of FamiR156f-p5 and its target *FaCTR1* (FvH4_3g39380.1) exhibited the same trend (Figure 7B).

**Figure 7:**
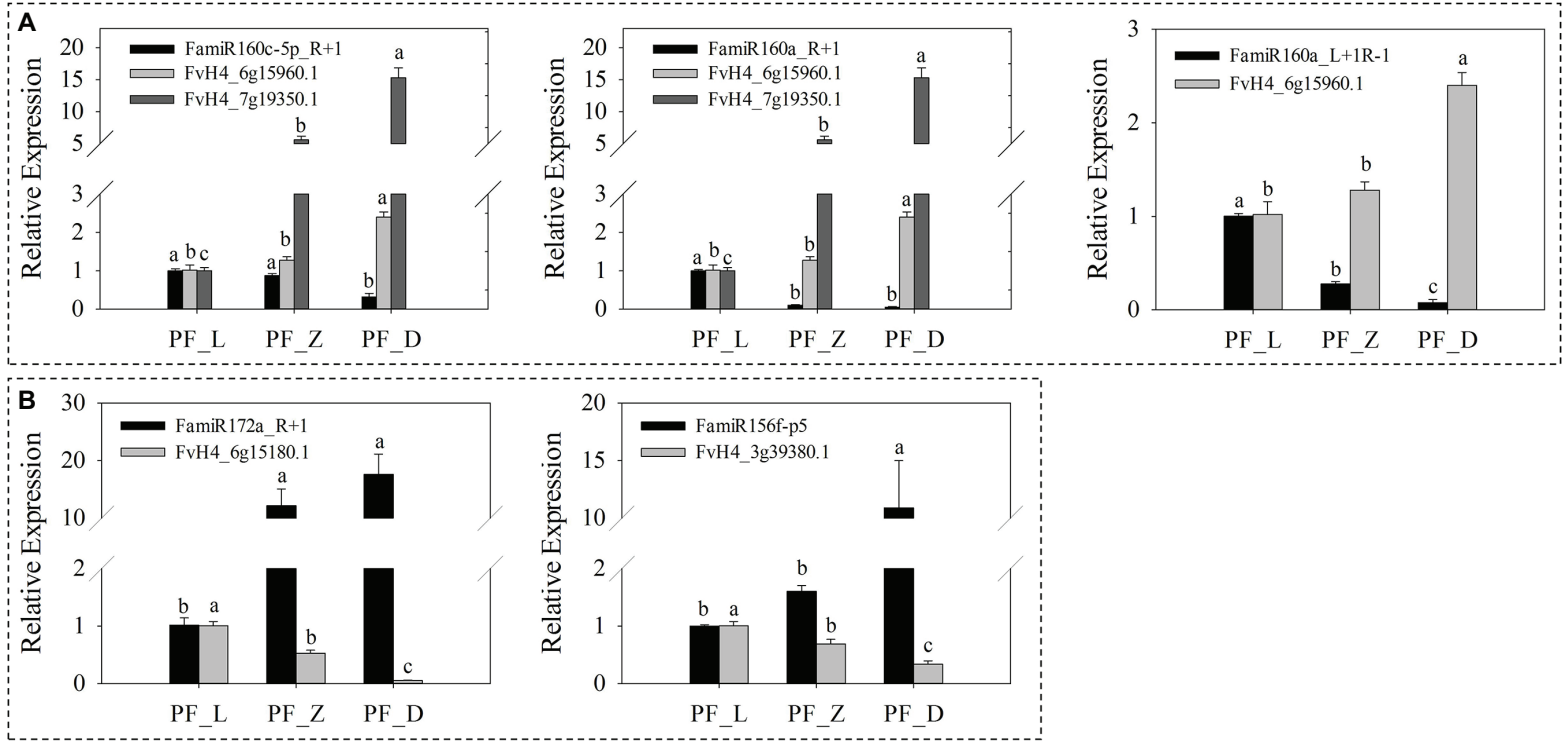
Expression patterns of five miRNAs and corresponding candidate targets involved in plant hormone signal transduction in pink-flowered strawberry. **(A)** The expression levels of miRNAs decreased gradually, while their expression levels of corresponding targets increased gradually. **(B)** The expressions of miRNAs showed an upward trend, while the corresponding target genes showed a downward trend during flower development. L, young bud stage; Z, beginning coloration stage; and D, big bud stage. Error bars show the SEs from three biological replicates and the lowercase indicates statistical significance at *p* < 0.05.

### Functions of Candidate miRNAs Involved in Anthocyanin Metabolism

We analyzed transient expression of petal and the functions of candidate miRNAs involved in coloration in pink-flowered strawberry “Fenyun.” The petals injected with pRI-101 AN were used as the control. We observed changes of flower color phenotypes within 3–7 days after injection (Figure 8A). Compared with the control, the petal color turned darker after injecting pRI-101 AN-FamiR156a, pRI-101 AN-FamiR396e, and pRI-101 AN-FamiR858_R-2, while the petal color turned lighter after injecting pRI-101 AN-FamiR828a. Expression levels of candidate miRNAs and corresponding target genes were determined by qRT-PCR. The result showed that expression levels of overexpressed candidate miRNAs were significantly higher than those of the control, while the expression levels of their corresponding target genes were decreased (Figure 8B). The anthocyanin contents in agroinfiltrated petals of pRI-101 AN-FamiR156a, pRI-101 AN-FamiR396e, and pRI-101 AN-FamiR858_R-2 were significantly more than those in the control (Figure 8C), indicating that transient expression of these miRNAs activated the anthocyanin accumulation, while the content in pRI-101 AN-FamiR828a was less than that in the control, indicating FamiR828a inhibited the anthocyanin accumulation in “Fenyun.”

**Figure 8:**
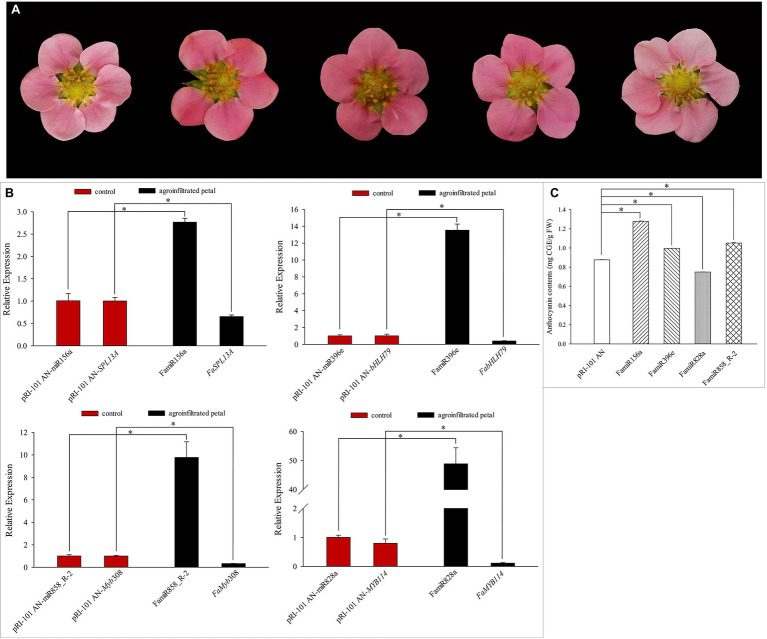
Transient expression of candidate miRNAs in pink-flowered strawberry cultivar “Fenyun.” **(A)** Petal color after injection. From left to right: the pRI-101 AN (control), pRI-101 AN-FamiR156a, pRI-101 AN-FamiR396e, pRI-101 AN-FamiR858_R-2, and pRI-101 AN-FamiR828a. **(B)** Expression levels of candidate miRNAs and targets after injection. **(C)** The anthocyanin contents in petals after injecting candidate miRNAs. The symbol * indicates statistical significance at *p* < 0.05.

## Discussion

The present study provides the first comprehensive overview of miRNAs expression dynamics during flower development and coloring in pink-flowered strawberry. High throughput sequencing technology provided us with an efficient method to identify miRNAs. A large number of miRNAs have been identified in many plants, including tomato (Karlova et al., 2013), grapevine (Pantaleo et al., 2010), and sweet potato (He et al., 2019; Tang et al., 2020). Up to date, many *Fragaria* miRNAs have been identified and deposited to miRBase 22.0 (Ge et al., 2013; Li et al., 2019). Xu et al. (2013) obtained 88 known miRNAs and 1,244 new candidate miRNAs involved in fruit senescence of *F.* × *ananassa*. In this study, a total of 739 known miRNAs and 964 novel miRNAs were identified in PF_L, PF_Z and PF_D libraries, expanding the strawberry miRNA database, and facilitate the understanding of the regulatory mechanisms underlying coloration in pink-flowered strawberries.

Both structural genes encoding anthocyanin biosynthesis-related enzymes and TFs controlling the expression of structural genes regulate anthocyanin synthesis. In this study, 56 DE structural genes and 173 TFs, such as *MYB* (37 genes), *bHLH* (36 genes), *NAC* (30 genes), and *SPL* families (13 genes), were identified during flower development. No miRNAs were found to regulate structural genes related to anthocyanin biosynthesis directly. However, miRNA families of FamiR156s, FamiR159s, FamiR396s, FamiR828s, and FamiR858s potentially targeted *FvSPLs*, *FvMYBs*, and *FvbHLHs*. The *MYB* genes have been identified as one of the major regulators of anthocyanin biosynthesis pathway. Four subgroups of *R2R3-MYBs* related to the flavonoid synthesis have been identified in *Arabidopsis thaliana*, including subgroup 4, subgroup 5, subgroup 6, and subgroup 7 (Dubos et al., 2010). In this study, according to degradome data and expression profiles of DE miRNA-targets, a total of eight *FvMYBs* were targeted by different miRNAs. Through constructing phylogenetic tree with *AtR2R3-MYBs* in *A. thaliana*, *FvMYB308* and *FvGAMYB* were found to belong to subgroup 4, which inhibited anthocyanin synthesis, *FvMYB114* in subgroup 6 promoted anthocyanin synthesis, and *FvMYB4* and *FvMYB5* in subgroup 7 controlled the synthesis of flavonoids in petals of pink-flowered strawberry (Supplementary Figure S6A). Therefore, those corresponding miRNAs might have a regulatory function in petal coloring of pink-flowered strawberry including FamiR828a (target *FvMYB114* FvH4_2g31020.1), FamiR159d-R-1 (target *FvGAMYB* FvH4_7g04470.1), and FamiR858_R-2 (target *FvMYB308* FvH4_2g01320.1).

Previous studies indicated that *AtMYB114*, *PyMYB114*, and *MdMYB114* were active regulators of anthocyanin biosynthesis in *Arabidopsis* (Gonzalez et al., 2008), pear (Yao et al., 2017), and apple (Jiang et al., 2021). Other studies suggested that *MdMYB12* and *MrMYB6* negatively regulate anthocyanin accumulation in apple (Mao et al., 2021) and Chinese bayberry (Shi et al., 2021). Here, our degradome analysis showed that FamiRNA828a and FamiRNA858_R-2 targeted *FaMYB114* and *FaMYB308*, respectively. The expression of FamiR828a was opposite to that of *FvMYB114*, suggesting a negative correlation between FamiR828a and anthocyanin accumulation in the petal of pink-flowered strawberry. Similarity, FamiR858_R-2 negatively regulated *FaMYB308*, which might effectively influence the target genes involved in anthocyanin biosynthesis in the petal of pink-flowered strawberry. In addition, a previous study demonstrated that miR828 and miR858 promoted anthocyanin and flavanol accumulation in grape by regulating *VvMYB114*. And in apple, miR858 and miR828 interacted with multiple *MYBs* to form a complex regulatory network involved in regulating anthocyanin metabolism (Xia et al., 2012; Guan et al., 2014). Therefore, FamiR828a and FamiR858_R-2 identified in this study might play an important role in anthocyanin biosynthesis in the petal of pink-flowered strawberry.

The regulatory role of several *AtbHLH*s related to anthocyanin synthesis has been identified in *Arabidopsis*, such as *AtbHLH1*, *AtbHLH2*, and *AtbHLH42* (Heim et al., 2003). It was found five *FvbHLHs* (*FvbHLH30*, *FvbHLH77*, *FvbHLH79*, *FvbHLH113*, and *FvbHLH137*) may relate to the anthocyanin synthesis *via* phylogenetic analysis with *AtbHLH*s (Supplementary Figure S6B). 

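The miR396 total rose from 35495 ± 2625 normalized reads in PF_L to 62208 ± 14914 in PF_Z and 81339 ± 4996 in PF_D (SD, n = 3). The log2 fold change from PF_L to PF_D was 1.20 (standard error 0.21, adjusted p = 0.0011) in limma, but 0.47 (adjusted p = 0.0826) with edgeR on the recovered reads, scaled on the family totals alone. The earlier step, 0.78 (adjusted p = 0.0356), was not called by edgeR either (0.30), and the limma call ended without replicate 1, 2 or 3 of PF_L (adjusted p = 0.0906, 0.0879 and 0.136), 2 of PF_Z (0.139) or 1, 2 or 3 of PF_D (0.0552, 0.0561 and 0.0624) with the median of ratios (0.0508) and in a fit of the compared stages alone (0.0853). Most of the difference in the total lies in 1 sequence, listed as mdm-miR396b and as mdm-miR396a_1ss20AT. No miRNA is listed under the exact names zma-MIR396f-p5, mdm-miR393a, nta-MIR172e-p3 and osa-miR5826_L-4R-2, so these were not analysed here.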

Their corresponding miRNAs might affect the petal coloration of pink-flowered strawberry including zma-mir396f-p5 (targeting *FvbHLH30*), mdm-miR393a (targeting *FvbHLH77*), mdm-miR396b (targeting *FvbHLH79*), nta-mir172e-p3 (targeting *FvbHLH113*), and osa-miR5826_L-4R-2 (targeting *FvbHLH137*). Xia et al. (2012) performed deep smallRNA-seq in apple and showed that MdTAS4-siR81(−) targeted a *bHLH* TF to regulate anthocyanin biosynthesis. MicroRNA396 has been demonstrated to regulate flower development (Liu et al., 2009; Omidbakhshfard et al., 2015). Yuan et al. (2020) reported that miR396 overexpression affected anthocyanin synthesis and led to green spikelets in regenerated transgenic creeping bentgrass. In our study, FamiR396e-5p cleaved *FabHLH* in degradome sequencing. 

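The primer for FamiR396e-5p in Supplementary Table S1 matches the miRNA listed as osa-miR396e-5p. It was scarce: 17.0 ± 12.1 normalized reads in PF_L (SD, n = 3), 0.362 in PF_Z and 0.376 in PF_D, or 67 reads in the 3 PF_L libraries, 43 of them in replicate 2, and 2 in the other 6. The log2 fold change from PF_L to PF_D was -3.60 (standard error 0.63, adjusted p = 9.68e-04) in limma, and per valid read the ratio was 36.0, with a 95% Clopper-Pearson interval of 9.59 to 303. The paper's own test did not call it (unadjusted p = 0.0756). Of 18 other miRNAs with unmodified rice or Brassicaceae names, 11 had over 90% of their values in PF_L.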

We found that the expression of *FvbHLH* increased, while that of FamiR396e-5p decreased during flower development. These observations indicated the important roles of FamiR396e-5p and *FvbHLH* gene in regulating anthocyanin accumulation.

Previous studies have demonstrated that miR156s positively regulate anthocyanin biosynthesis by targeting *SPL* TFs, and *SPLs* negatively regulate anthocyanin accumulation through MYB-bHLH-WD40 complex (Gou et al., 2011). Wang et al. (2020) reported that three microRNA-target modules, including miR156-*SPL*s, miR160h-*ARF18*, and miR858-*MYB39*, may control anthocyanin accumulation in miR156 overexpressed transgenic poplar. 

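The miR156 total rose from 1519 ± 222 normalized reads in PF_L to 3655 ± 667 in PF_Z and 4685 ± 746 in PF_D (SD, n = 3). Its log2 fold change was 1.26 from PF_L to PF_Z (adjusted p = 0.00429) and 1.62 (standard error 0.22, adjusted p = 3.53e-04) from PF_L to PF_D, in limma, and the second kept its call and direction under each of the 4 scalings, at 1.02 to 2.22. The first rests on an isoform with a substitution, taken from a precursor arm: without names that carry a substitution it was 0.89 (adjusted p = 0.168), and with mature names alone 0.34 (adjusted p = 0.493). ppe-miR156f_L+1, a form with 1 added base, rose from 212 ± 112 to 729.9 ± 284 (1.85, standard error 0.40, adjusted p = 0.00421), and stood at 342 ± 179 in PF_Z. Among 3 families of phase change, 1 was higher from PF_L to PF_D, and 2 adjusted over the list alone. None was called lower by limma, at an unadjusted p under 0.05 or with edgeR.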

In our study, the expression levels of FamiR156s gradually increased during flower development, in contrast to their target genes. These results suggest that FamiR156s-*SPL*s may be involved in anthocyanin accumulation. Hormones are important factors inducing anthocyanin accumulation. The ABA, ethylene, and jasmonate promote the accumulation of anthocyanin, while auxin inhibits anthocyanin accumulation (Loreti et al., 2008; Gao et al., 2021). Wang et al. (2018) reported that *MdARF13* as a repressor directly bound to the promoter of *MdDFR* to regulate anthocyanin biosynthesis in apple. Based on these reports, we hypothesize that some growth regulators might promote flower coloration, and affect anthocyanin accumulation. In our study, *FvARF* was downregulated while *FvERF* was upregulated during flower development, and their corresponding miRNAs showed a reverse trend, suggesting the role of miR160s and miR172s in regulating anthocyanin accumulation through the auxin and ethylene signaling pathways. These data collectively supported that miRNAs could alter the expression of key genes related to hormone biosynthesis and were involved in the regulation of flower development and coloring in pink-flowered strawberry.

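The miR160 total fell from 12362 ± 371 normalized reads in PF_L to 8255 ± 1423 in PF_Z and 6248 ± 901 in PF_D (SD, n = 3), a log2 fold change from PF_L to PF_D of -0.99 (standard error 0.20, adjusted p = 0.00331) in limma. It was -1.59 with equal library totals, and with reads scaled to the valid reads it was not called, at -0.40 (adjusted p = 0.252). The miR172 total was 1812 ± 199 normalized reads in PF_L, 2269 ± 688 in PF_Z and 2919.7 ± 153 in PF_D, and its log2 fold change from PF_L to PF_D, 0.69, did not pass (adjusted p = 0.0558). It passed without replicate 1 of PF_Z (adjusted p = 0.0309) or replicate 3 of PF_Z (0.00849), in a fit of the compared stages alone (0.00859) and with reads scaled to the valid reads (1.29, adjusted p = 0.0106).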

## Conclusion

Our comprehensive analysis of the sRNAome, transcriptome, and degradome indicated the regulatory functions of microRNAs in flower development and color changes of pink-flowered strawberry. We analyzed the changes in miRNAs expression level and predicted the target genes of the candidate miRNAs. Our analysis revealed that 98 miRNAs targeted several TFs, including *MYBs*, *bHLHs*, and *SPLs*, related to anthocyanin accumulation. Additionally, 27 DE miRNAs may affect anthocyanin metabolism by regulating 23 genes in the hormone signal transduction pathway. Given the key role of plant microRNAs in various processes, further genetic and molecular evidence based on loss of function and overexpression analyses is needed to verity miRNA functions and its regulatory role in anthocyanin biosynthesis in petal. These results expand the pool of identified miRNAs in strawberry, which may serve as important resources for future research and also provides a foundation for using miRNAs to change strawberry flower color.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

JY and LX conceived the study and drafted the manuscript. ZL and CZ analyzed the sRNAsome data. JZ and YZ analyzed the transcriptome data. HZ, CT, and ZZ analyzed the degradome data. JL revised the manuscript and provided guidance on the whole study. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Natural Science Foundation of China (31701964).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ https://www.rosaceae.org/species/fragaria_vesca/genome_v4.0.a2

## References

[ref1] AharoniA.De VosC. R.WeinM.SunZ.GrecoR.KroonA.. (2001). The strawberry *FaMYB1* transcription factor suppresses anthocyanin and flavonol accumulation in transgenic tobacco. Plant J. 28, 319–332. doi: 10.1046/j.1365-313X.2001.01154.x, PMID: 11722774

[ref2] AlmeidaJ. R. M.D’AmicoE.PreussA.CarboneF.de VosC. R.DeimlB.. (2007). Characterization of major enzymes and genes involved in flavonoid and proanthocyanidin biosynthesis during fruit development in strawberry (*Fragaria* × *ananassa*). Arch. Biochem. Biophys. 465, 61–71. doi: 10.1016/j.abb.2007.04.040, PMID: 17573033

[ref3] BaiS.TianY.TanC.BaiS.HaoJ.HasiA. (2020). Genome-wide identification of microRNAs involved in the regulation of fruit ripening and climacteric stages in melon (*Cucumis melo*). Hortic. Res. 7, 1–13. doi: 10.1038/s41438-020-0331-332637134PMC7327070

[ref4] CaiH.YangC. X.LiuS.QiH. R.WuL.XuL. A.. (2019). MiRNA-target pairs regulate adventitious rooting in *Populus*: a functional role for miR167a and its target auxin response factor 8. Tree Physiol. 39, 1922–1936. doi: 10.1093/treephys/tpz085, PMID: 31504994

[ref5] ChenC. J.ChenH.ZhangY.ThomasH. R.FrankM. H.HeY. H.. (2020). TBtools: an integrative toolkit developed for interactive analyses of big biological data. Mol. Plant 13, 1194–1202. doi: 10.1016/j.molp.2020.06.009, PMID: 32585190

[ref6] ChenS.ZhangF.NingJ.LiuX.ZhangZ.YangS. (2015). Predicting the anthocyanin content of wine grapes by NIR hyperspectral imaging. Food Chem. 172, 788–793. doi: 10.1016/j.foodchem.2014.09.119, PMID: 25442621

[ref7] da SilvaF. L.Escribano-BailónM. T.AlonsoJ. J. P.Rivas-GonzaloJ. C.Santos-BuelgaC. (2007). Anthocyanin pigments in strawberry. LWT Food Sci. Technol. 40, 374–382. doi: 10.1016/j.lwt.2005.09.018, PMID: 34471319

[ref8] DasR.MukherjeeA.BasakS.KunduP. (2021). Plant miRNA responses under temperature stress. Plant Gene 28:100317. doi: 10.1016/j.plgene.2021.100317, PMID: 34747296

[ref9] DengC.DavisT. M. (2001). Molecular identification of the yellow fruit color (c) locus in diploid strawberry: a candidate gene approach. Theor. Appl. Genet. 103, 316–322. doi: 10.1007/s001220100648

[ref10] DongX. N.LiuC. R.WangY. Q.DongQ.GaiY. P.JiX. L. (2021). MicroRNA profiling during mulberry (*Morus atropurpurea* Roxb) fruit development and regulatory pathway of miR477 for anthocyanin accumulation. Front. Plant Sci. 12:687364. doi: 10.3389/fpls.2021.687364, PMID: 34567022PMC8455890

[ref11] DubosC.StrackeR.GrotewoldE.WeisshaarB.MartinC.LepiniecL. (2010). MYB transcription factors in *Arabidopsis*. Trends Plant Sci. 15, 573–581. doi: 10.1016/j.tplants.2010.06.005, PMID: 20674465

[ref12] GaoH. N.JiangH.CuiJ. Y.YouC. X.LiY. Y. (2021). The effects of hormones and environmental factors on anthocyanin biosynthesis in apple. Plant Sci. 312:111024. doi: 10.1016/j.plantsci.2021.111024, PMID: 34620429

[ref13] Garcia-AlonsoM.RimbachG.SasaiM.NakaharaM.MatsugoS.UchidaY.. (2005). Electron spin resonance spectroscopy studies on the free radical scavenging activity of wine anthocyanins and pyranoanthocyanins. Mol. Nutr. Food Res. 49, 1112–1119. doi: 10.1002/mnfr.200500100, PMID: 16254886

[ref14] GeA. J.ShangguanL. F.ZhangX.DongQ. H.HanJ.LiuH.. (2013). Deep sequencing discovery of novel and conserved microRNAs in strawberry (*Fragaria* × *ananassa*). Physiol. Plant. 148, 387–396. doi: 10.1111/j.1399-3054.2012.01713.x, PMID: 23061771

[ref15] GonzalezA.ZhaoM. Z.LeavittJ. M.LloydA. M. (2008). Regulation of the anthocyanin biosynthetic pathway by the TTG1/bHLH/Myb transcriptional complex in *Arabidopsis* seedlings. Plant J. 53, 814–827. doi: 10.1111/j.1365-313X.2007.03373.x, PMID: 18036197

[ref16] GouJ. Y.FelippesF. F.LiuC. J.WeigelD.WangJ. W. (2011). Negative regulation of anthocyanin biosynthesis in *Arabidopsis* by a miR156-targeted SPL transcription factor. Plant Cell 23, 1512–1522. doi: 10.1105/tpc.111.084525, PMID: 21487097PMC3101539

[ref17] GuanX. Y.PangM. X.NahG.ShiX. L.YeW. X.StellyD. M.. (2014). miR828 and miR858 regulate homoeologous *MYB2* gene functions in *Arabidopsis* trichome and cotton fibre development. Nat. Commun. 5:3050. doi: 10.1038/ncomms4050, PMID: 24430011

[ref18] HeL. H.TangR. M.ShiX. W.WangW. B.CaoQ. H.LiuX. Y.. (2019). Uncovering anthocyanin biosynthesis related microRNAs and their target genes by small RNA and degradome sequencing in tuberous roots of sweet potato. BMC Plant Biol. 19:232. doi: 10.1186/s12870-019-1790-2, PMID: 31159725PMC6547535

[ref19] HeimM. A.JakobyM.WerberM.MartinC.WeisshaarB.BaileyP. C. (2003). The basic helix-loop-helix transcription factor family in plants: a genome-wide study of protein structure and functional diversity. Mol. Biol. Evol. 20, 735–747. doi: 10.1093/molbev/msg088, PMID: 12679534

[ref20] HoffmannT.KalinowskiG.SchwabW. (2006). RNAi-induced silencing of gene expression in strawberry fruit (*Fragaria* × *ananassa*) by agroinfiltration: a rapid assay for gene function analysis. Plant J. 48, 818–826. doi: 10.1111/j.1365-313X.2006.02913.x, PMID: 17092319

[ref21] HongY. H.YeQ. H.LiZ. K.WangW.XieQ.ChenQ. X.. (2021). Accumulation of anthocyanins in red-flowered strawberry ‘Meihong’ petals and expression analysis of *MYB* gene. Acta Hortic. Sinica 48, 1470–1484. doi: 10.16420/j.issn.0513-353x.2020-0477

[ref22] HuY. J.ChengH.ZhangY.ZhangJ.NiuS. Q.WangX. S.. (2021). The MdMYB16/MdMYB1-miR7125-MdCCR module regulates the homeostasis between anthocyanin and lignin biosynthesis during light induction in apple. New Phytol. 231, 1105–1122. doi: 10.1111/nph.17431, PMID: 33908060

[ref23] JiangS. H.SunQ. G.ZhangT. L.LiuW. J.WangN.ChenX.. (2021). *MdMYB114* regulates anthocyanin biosynthesis and functions downstream of MdbZIP4-like in apple fruit. J. Plant Physiol. 257:153353. doi: 10.1016/j.jplph.2020.153353, PMID: 33352460

[ref24] JiangF.WangJ. Y.JiaH. F.JiaW. S.WangH. Q.XiaoM. (2013). RNAi-mediated silencing of the flavanone 3-hydroxylase gene and its effect on flavonoid biosynthesis in strawberry fruit. J. Plant Growth Regul. 32, 182–190. doi: 10.1007/s00344-012-9289-1

[ref25] KarlovaR.van HaarstJ. C.MaliepaardC.van de GeestH.BovyA. G.LammersM.. (2013). Identification of microRNA targets in tomato fruit development using high-throughput sequencing and degradome analysis. J. Exp. Bot. 64, 1863–1878. doi: 10.1093/jxb/ert049, PMID: 23487304PMC3638818

[ref26] KosarM.KafkasE.PaydasS.BaserK. H. C. (2004). Phenolic composition of strawberry genotypes at different maturation stages. J. Agric. Food Chem. 52, 1586–1589. doi: 10.1021/jf035093t, PMID: 15030215

[ref27] LiY. P.PiM. T.GaoQ.LiuZ. C.KangC. Y. (2019). Updated annotation of the wild strawberry *Fragaria vesca* V4 genome. Hortic. Res. 6:61. doi: 10.1038/s41438-019-0142-6, PMID: 31069085PMC6491553

[ref28] Lin-WangK.McGhieT. K.WangM.LiuY.WarrenB.StoreyR.. (2014). Engineering the anthocyanin regulatory complex of strawberry (*Fragaria vesca*). Front. Plant Sci. 5:651. doi: 10.3389/fpls.2014.00651, PMID: 25477896PMC4237049

[ref29] LiuR.LaiB.HuB.QinY. H.HuG. B.ZhaoJ. T. (2017). Identification of microRNAs and their target genes related to the accumulation of anthocyanins in *Litchi chinensis* by high-throughput sequencing and degradome analysis. Front. Plant Sci. 7:2059. doi: 10.3389/fpls.2016.02059, PMID: 28119728PMC5223483

[ref30] LiuH. N.ShuQ.Lin-WangK.AllanA. C.EspleyR. V.SuJ.. (2021). The PyPIF5-*PymiR156a*-PySPL9-PyMYB114/MYB10 module regulates light-induced anthocyanin biosynthesis in red pear. Mol. Hortic. 1, 1–14. doi: 10.1186/s43897-021-00018-5PMC1051499937789406

[ref31] LiuD. M.SongY.ChenZ. X.YuD. Q. (2009). Ectopic expression of miR396 suppresses *GRF* target gene expression and alters leaf growth in *Arabidopsis*. Physiol. Plant. 136, 223–236. doi: 10.1111/j.1399-3054.2009.01229.x, PMID: 19453503

[ref32] LoretiE.PoveroG.NoviG.SolfanelliC.AlpiA.PerataP. (2008). Gibberellins, jasmonate and abscisic acid modulate the sucrose-induced expression of anthocyanin biosynthetic genes in *Arabidopsis*. New Phytol. 179, 1004–1016. doi: 10.1111/j.1469-8137.2008.02511.x, PMID: 18537890

[ref33] MaierA.SchraderA.KokkelinkL.FalkeC.WelterB.IniestoE.. (2013). Light and the E3 ubiquitin ligase COP1/SPA control the protein stability of the MYB transcription factors PAP1 and PAP2 involved in anthocyanin accumulation in *Arabidopsis*. Plant J. 74, 638–651. doi: 10.1111/tpj.12153, PMID: 23425305

[ref34] MaoZ. L.JiangH. Y.WangS.WangY. C.YuL.ZouQ.. (2021). The MdHY5-MdWRKY41-MdMYB transcription factor cascade regulates the anthocyanin and proanthocyanidin biosynthesis in red-fleshed apple. Plant Sci. 306:110848. doi: 10.1016/j.plantsci.2021.110848, PMID: 33775373

[ref35] OmidbakhshfardM. A.ProostS.FujikuraU.Mueller-RoeberB. (2015). Growth regulating factors (GRFs): a small transcription factor family with important functions in plant biology. Mol. Plant 8, 998–1010. doi: 10.1016/j.molp.2015.01.013, PMID: 25620770

[ref36] PantaleoV.SzittyaG.MoxonS.MiozziL.MoultonV.DalmayT.. (2010). Identification of grapevine microRNAs and their targets using high-throughput sequencing and degradome analysis. Plant J. 62, 960–976. doi: 10.1111/j.0960-7412.2010.04208.x, PMID: 20230504

[ref37] PomboM. A.MartínezG. A.CivelloP. M. (2011). Cloning of *FaPAL6* gene from strawberry fruit and characterization of its expression and enzymatic activity in two cultivars with different anthocyanin accumulation. Plant Sci. 181, 111–118. doi: 10.1016/j.plantsci.2011.04.012, PMID: 21683875

[ref38] QiT. C.SongS. S.RenQ. C.WuD. W.HuangH.ChenY.. (2011). The jasmonate-ZIM-domain proteins interact with the WD repeat/bHLH/MYB complexes to regulate jasmonate-mediated anthocyanin accumulation and trichome initiation in *Arabidopsis thaliana*. Plant Cell 23, 1795–1814. doi: 10.1105/tpc.111.083261, PMID: 21551388PMC3123955

[ref39] SalvatierraA.PimentelP.Moya-LeonM. A.CaligariP. D.HerreraR. (2010). Comparison of transcriptional profiles of flavonoid genes and anthocyanin contents during fruit development of two botanical forms of *Fragaria chiloensis* ssp. *chiloensis*. Phytochemistry 71, 1839–1847. doi: 10.1016/j.phytochem.2010.08.005, PMID: 20800857

[ref40] SchaartJ.SalentijnE.KrensF. (2002). Tissue-specific expression of the β-glucuronidase reporter gene in transgenic strawberry (*Fragaria* × *ananassa*) plants. Plant Cell Rep. 21, 313–319. doi: 10.1007/s00299-002-0514-4

[ref41] ShiL. Y.ChenX.WangK.YangM. J.ChenW.YangZ. F.. (2021). *MrMYB6* from Chinese bayberry (*Myrica rubra*) negatively regulates anthocyanin and proanthocyanidin accumulation. Front. Plant Sci. 12:685654. doi: 10.3389/fpls.2021.685654, PMID: 34220906PMC8253226

[ref42] SinghN.SharmaA. (2017). Turmeric (*Curcuma longa*): miRNAs and their regulating targets are involved in development and secondary metabolite pathways. C. R. Biol. 340, 481–491. doi: 10.1016/j.crvi.2017.09.009, PMID: 29126713

[ref43] SpeerH.D’CunhaN. M.AlexopoulosN. I.McKuneA. J.NaumovskiN. (2020). Anthocyanins and human health—a focus on oxidative stress, inflammation and disease. Antioxidants 9:366. doi: 10.3390/antiox9050366, PMID: 32353990PMC7278778

[ref44] TangC.HanR. P.ZhouZ. K.YangY. Y.ZhuM. K.XuT.. (2020). Identification of candidate miRNAs related in storage root development of sweet potato by high throughput sequencing. J. Plant Physiol. 251:153224. doi: 10.1016/j.jplph.2020.153224, PMID: 32634748

[ref45] WangK.LiT. T.ChenS. Q.RashidA. (2020). The biochemical and molecular mechanisms of softening inhibition by chitosan coating in strawberry fruit (*Fragaria* × *ananassa*) during cold storage. Sci. Hortic. 271:109483. doi: 10.1016/j.scienta.2020.109483

[ref46] WangY. L.WangY. Q.SongZ. Q.ZhangH. Y. (2016). Repression of *MYBL2* by both microRNA858a and HY5 leads to the activation of anthocyanin biosynthetic pathway in *Arabidopsis*. Mol. Plant 9, 1395–1405. doi: 10.1016/j.molp.2016.07.003, PMID: 27450422

[ref47] WangY. C.WangN.XuH. F.JiangS. H.FangH. C.SuM. Y.. (2018). Auxin regulates anthocyanin biosynthesis through the aux/IAA-ARF signaling pathway in apple. Hortic. Res. 5:59. doi: 10.1038/s41438-018-0068-4, PMID: 30534386PMC6269505

[ref48] XiaR.ZhuH.AnY. Q.BeersE. P.LiuZ. R. (2012). Apple miRNAs and tasiRNAs with novel regulatory networks. Genome Biol. 13:R47. doi: 10.1186/gb-2012-13-6-r47, PMID: 22704043PMC3446319

[ref49] XuX. B.YinL. L.YingQ. C.SongH. M.XueD. W.LaiT. F.. (2013). High-throughput sequencing and degradome analysis identify miRNAs and their targets involved in fruit senescence of *Fragaria ananassa*. PLoS One 8:e70959. doi: 10.1371/journal.pone.0070959, PMID: 23990918PMC3747199

[ref50] XueL.DaiH. P.LeiJ. J. (2015). Creating high polyploidy pink-flowered strawberries with improved cold tolerance. Euphytica 206, 417–426. doi: 10.1007/s10681-015-1499-8

[ref51] XueL.WangZ. G.ZhangW.LiY. X.WangJ.LeiJ. J. (2016). Flower pigment inheritance and anthocyanin characterization of hybrids from pink-flowered and white-flowered strawberry. Sci. Hortic. 200, 143–150. doi: 10.1016/j.scienta.2016.01.020

[ref52] XueL.WangJ.ZhaoJ.ZhengY.WangH. F.WuX.. (2019). Study on cyanidin metabolism in petals of pink-flowered strawberry based on transcriptome sequencing and metabolite analysis. BMC Plant Biol. 19:423. doi: 10.1186/s12870-019-2048-8, PMID: 31610785PMC6791029

[ref53] YangF. X.CaiJ.YangY.LiuZ. B. (2013). Overexpression of microRNA828 reduces anthocyanin accumulation in *Arabidopsis*. Plant Cell Tissue Organ Cult. 115, 159–167. doi: 10.1007/s11240-013-0349-4

[ref54] YaoG. F.MingM. L.AllanA. C.GuC.LiL. T.WuX.. (2017). Map-based cloning of the pear gene *MYB114* identifies an interaction with other transcription factors to coordinately regulate fruit anthocyanin biosynthesis. Plant J. 92, 437–451. doi: 10.1111/tpj.13666, PMID: 28845529

[ref55] YuanS. R.LiZ. G.YuanN.HuQ.ZhouM.ZhaoJ. M.. (2020). MiR396 is involved in plant response to vernalization and flower development in *Agrostis stolonifera*. Hortic. Res. 7:173. doi: 10.1038/s41438-020-00394-x, PMID: 33328434PMC7603517

[ref56] ZhangB.YangH. J.YangY. Z.ZhuZ. Z.LiY. N.QuD.. (2020). Mdm-miR828 participates in the feedback loop to regulate anthocyanin accumulation in apple peel. Front. Plant Sci. 11:608109. doi: 10.3389/fpls.2020.608109, PMID: 33391322PMC7774908

[ref57] ZhouH.WangK. L.WangH. L.GuC.DareA. P.EspleyR. V.. (2015). Molecular genetics of blood-fleshed peach reveals activation of anthocyanin biosynthesis by NAC transcription factors. Plant J. 82, 105–121. doi: 10.1111/tpj.12792, PMID: 25688923

# Supplementary material for: Comparative Transcriptome Analysis Uncovers the Regulatory Roles of MicroRNAs Involved in Petal Color Change of Pink-Flowered Strawberry
**Source:** Front Plant Sci. 2022 Mar 29;13:854508. doi: 10.3389/fpls.2022.854508
**Supplement:** Supplementary file 1

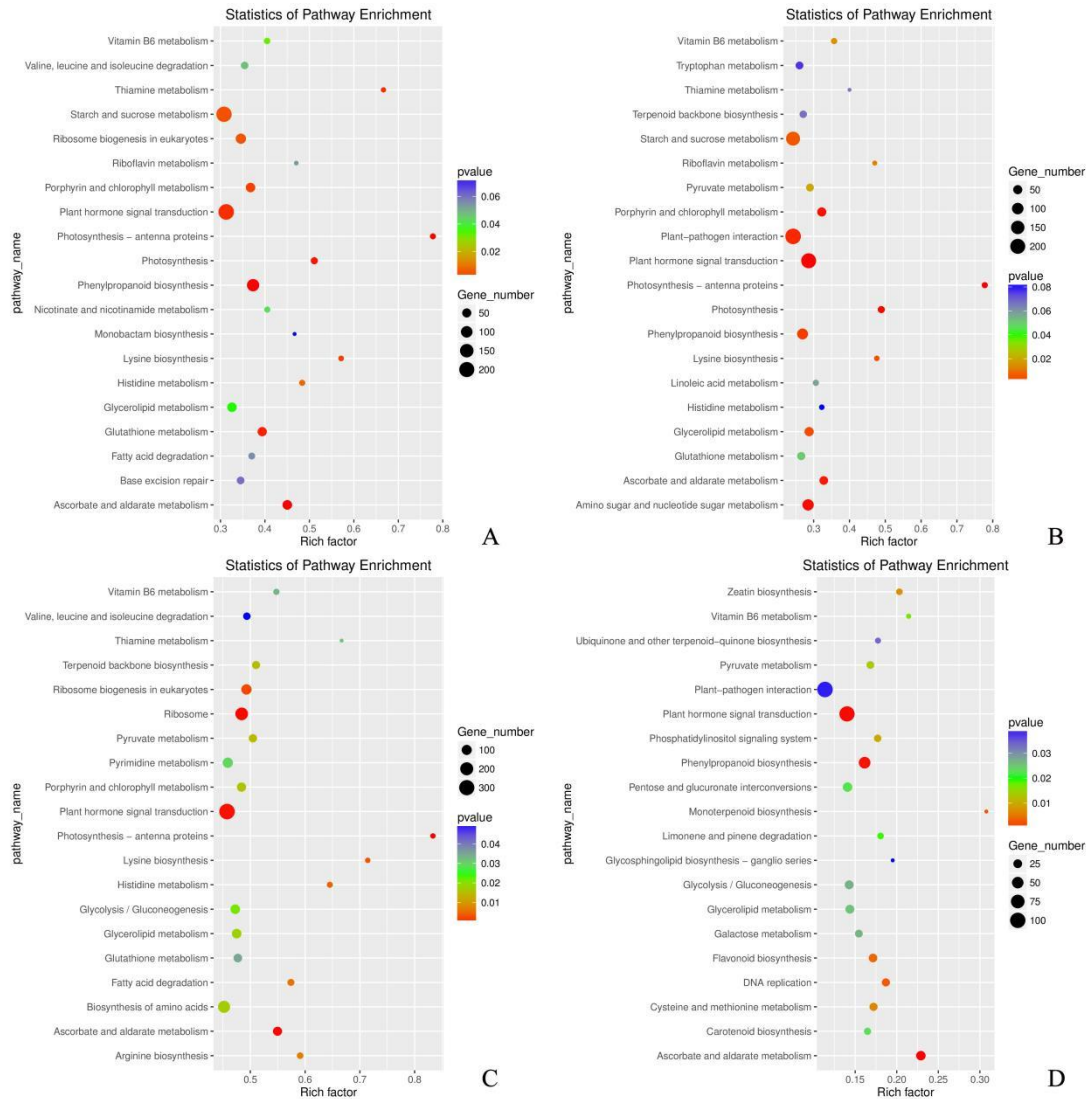

Figure S1. Top 20 KEGG significant enrichment pathways on the differently expressed genes during flower development in pink-flowered strawberry. **(A)** KEGG significant enrichment pathways in PF_L vs PF_Z; **(B)** KEGG significant enrichment pathways in PF_Z vs PF_D; **(C)** KEGG significant enrichment pathways in PF_L vs PF_D; **(D)** KEGG significant enrichment pathways in PF_L vs PF_Z vs PF_D

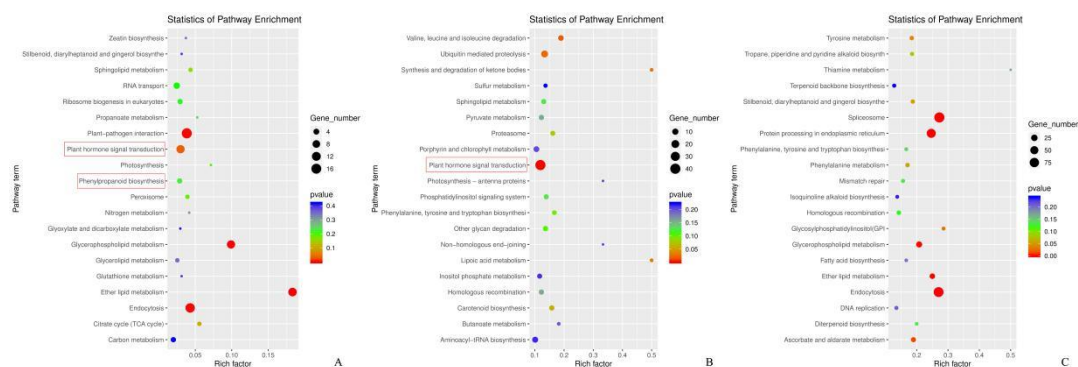

Figure S2. Top 20 KEGG significant enrichment pathways on the corresponding target genes of 3 miRNA groups that were significantly different trend (profile 1, 6, 8).

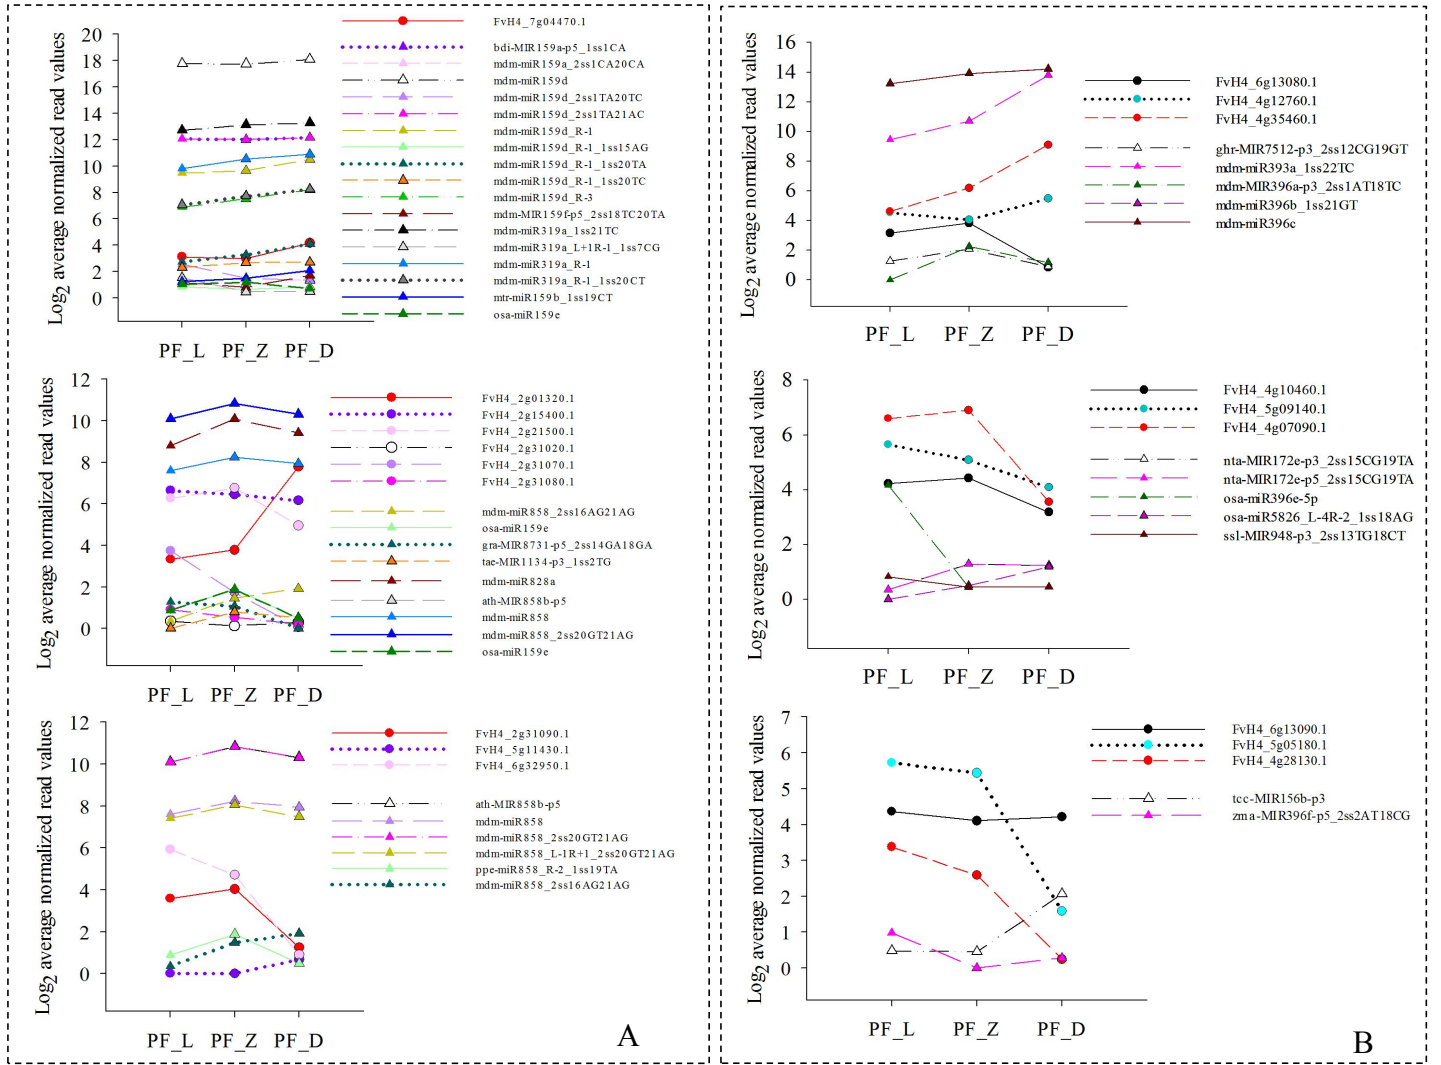

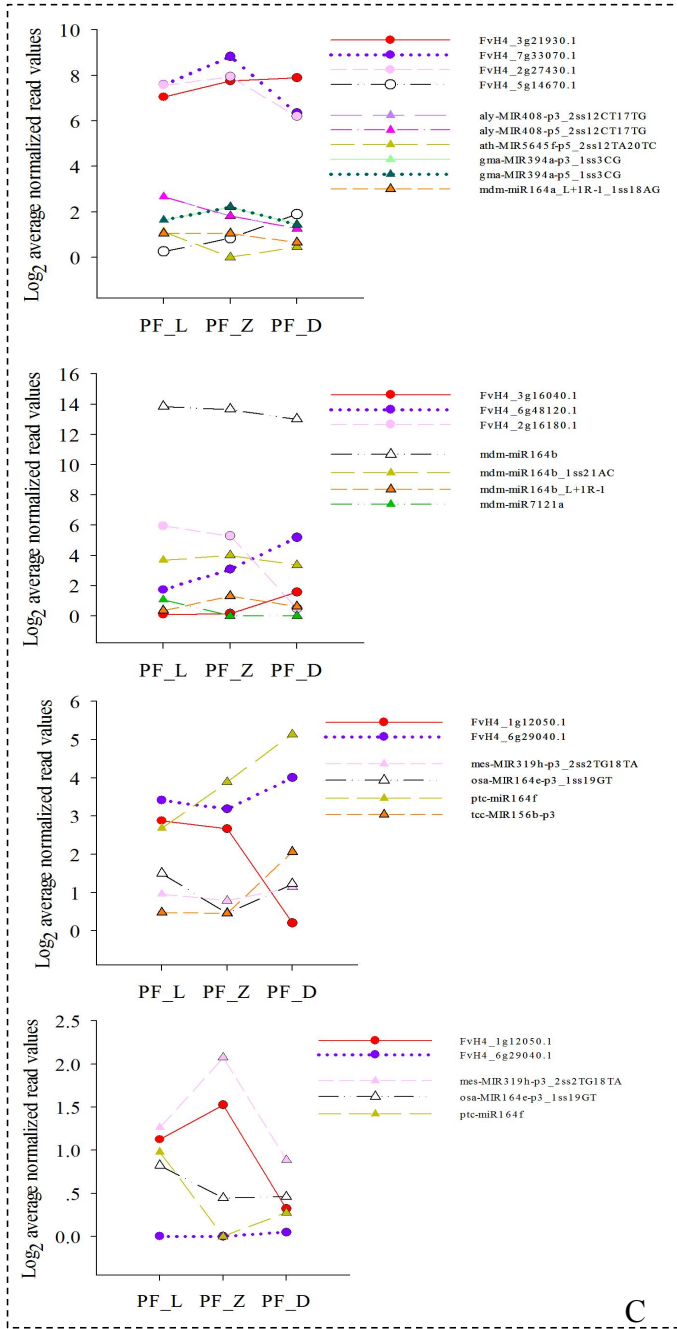

C

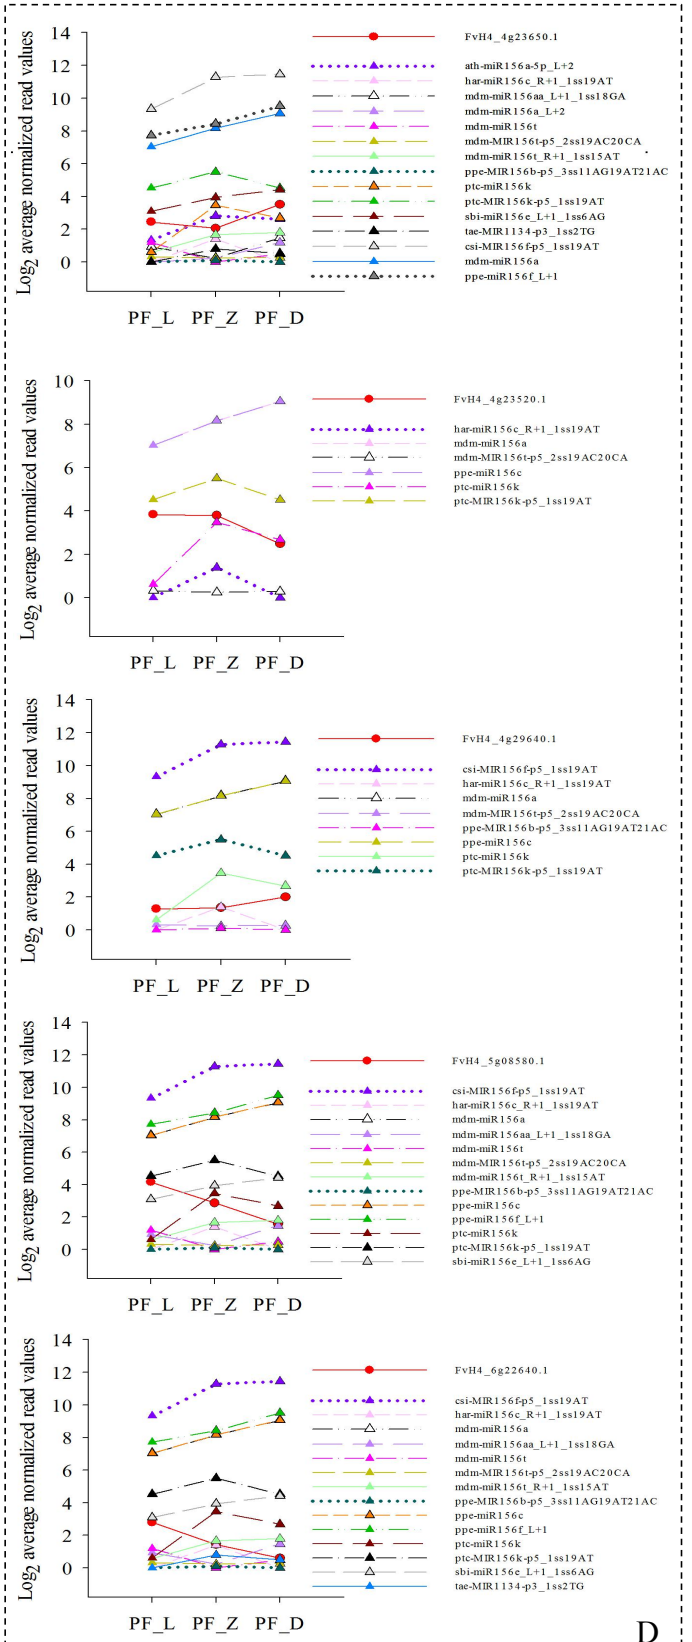

D

Figure S3. Expression profiles of selected miRNAs and targets involved in anthocyanin biosynthesis during flower development in pink-flowered strawberry. The expression profiles of the miRNAs and transcripts were obtained using the Log2 average normalized read values from sRNA-Seq and RNA-Seq analyses at PF_L, PF_Z and PF_D, respectively. **(A)** miRNAs and corresponding target *MYB* members according to the degradome sequencing. **(B)** miRNAs and corresponding target *bHLH* members according to the degradome sequencing. **(C)** miRNAs and corresponding target *NAC* members according to the degradome sequencing. **(D)** miRNAs and corresponding target *SPL* members according to the degradome sequencing. Circles and triangles represent transcripts and miRNAs, respectively.

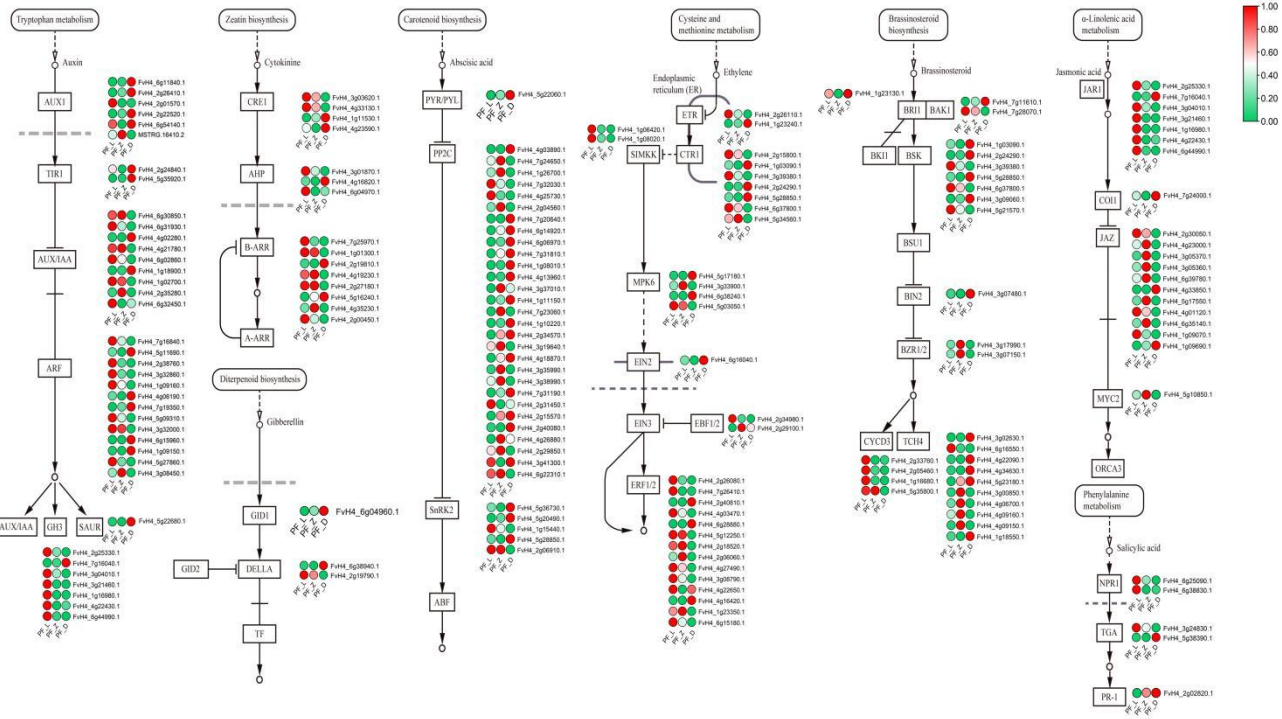

Figure S4. Heatmaps showing expression patterns of the different expression genes involved in hormone signal transduction pathways.

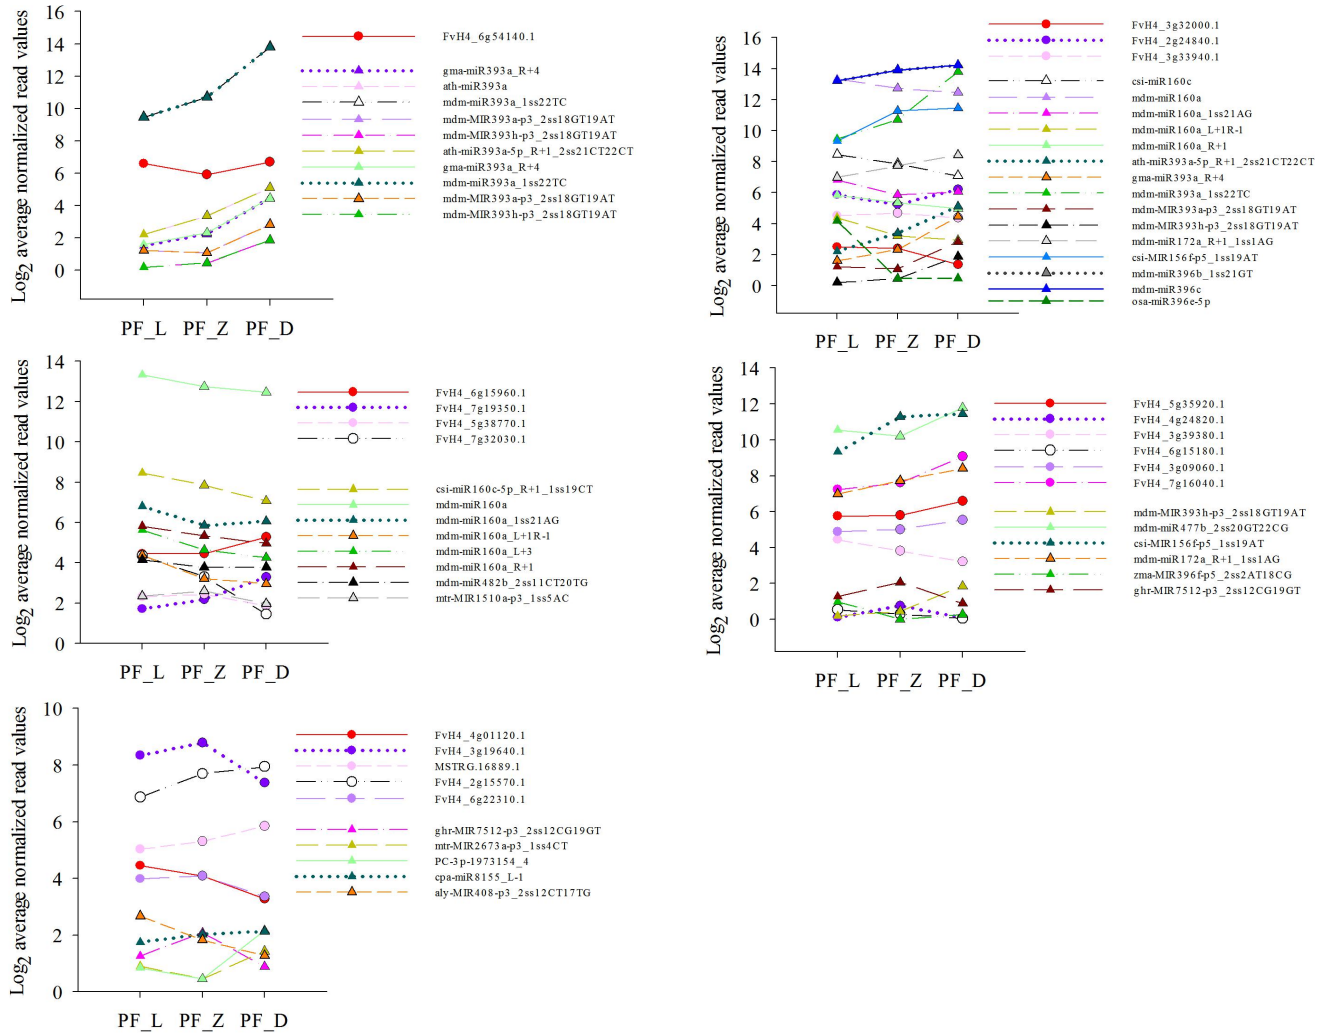

Figure S5. Expression profiles of selected miRNAs and targets involved in hormone signal transduction pathway during flower development in pink-flowered strawberry. The expression profiles of the miRNAs and transcripts were obtained using the Log₂ average normalized read values from sRNA-Seq and RNA-Seq analyses at PF_L, PF_Z, PF_D, respectively. Circles and triangles represent transcripts and miRNAs, respectively.

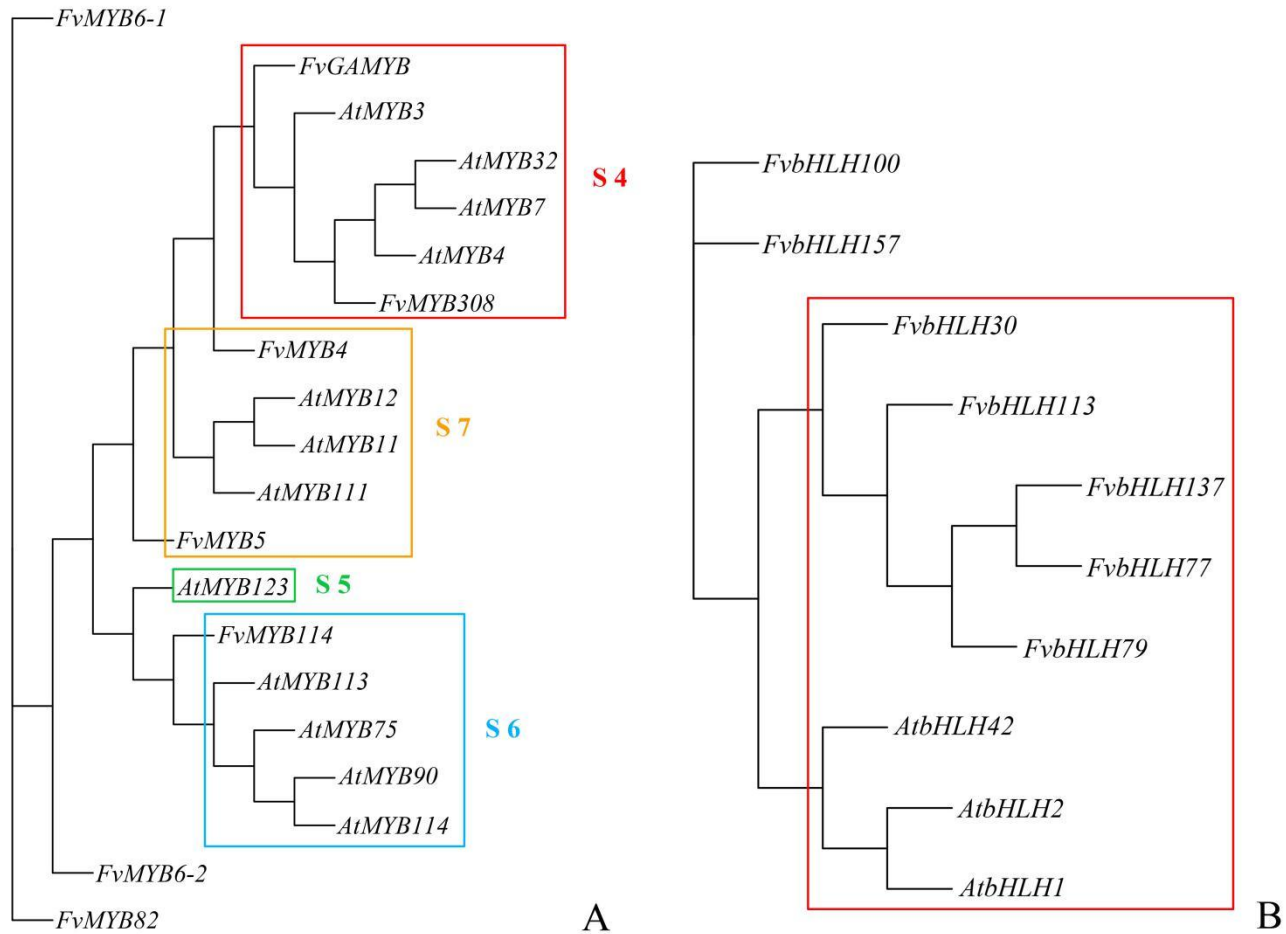

Figure S6. Phylogenetic relationships of FvMYB proteins (A) and FvbHLH (B) between *F. vesca* and *Arabidopsis*. The ML phylogenetic tree was generated using JTT algorithm with 1,000 bootstrap value via MEGA 7.0.

How the deposited data were processed for this re-analysis (not part of the article)

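Petals of the strawberry cultivar Sijihong were collected at the stages PF_L, PF_Z and PF_D, with 3 biological replicates per stage, and their small RNAs were sequenced as 50-bp single-end reads on an Illumina HiSeq instrument. The deposited table holds a signal per miRNA and library, the normalized read count of the authors: their pipeline removed adapters, junk, common RNA families and repeats, kept sequences of 18 to 25 nucleotides, compared them with miRBase 22.0 and the Fragaria vesca genome, and normalized the reads. The paper's text does not name the formula. Values were used as the authors deposited them, after 173 lines that repeat another line in every column had been left out, which left 1703 miRNAs.

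The most common value above 0 of each library was taken as the value of 1 read, and whole reads were recovered by dividing by it and rounding. Before rounding, 68.7% to 72.0% of the values above 0 in a library were whole reads and 97.6% to 98.8% whole or half-step reads. The value of 1 read was 0.713 to 1.27, so a value near 1 rests on about 1 read. Summed over every line, the repeated ones included, a library held 1009166 to 1703805 recovered miRNA reads. The total and valid reads of each library were taken from Supplementary Table S2. The reads carry no molecular identifiers, so intervals and floors cover counting error only.

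Stages were compared with limma 3.58.1 in R 4.3.3, with a mean-dependent prior on log2(value + 1), over all 9 libraries, since the stages then share 1 estimate of the spread. The 1554 miRNAs with a value above 0 in at least 3 libraries were tested, and a Benjamini-Hochberg adjusted p under 0.05 was called, two-sided. Recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood with TMM) and DESeq2 1.42.0. Known miRNAs were grouped into 162 families by the number in their names, distinct sequences were summed, and 139 families were tested in the same way. For families the TMM factors of edgeR came from the family totals alone. Pearson's r was computed on log2(value + 1) over the 9 libraries, with pairs counted at an r squared of at least 0.90. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the rest.

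The lists of families (phase change, MYB regulators, growth and organ boundaries, auxin signaling, nutrient homeostasis, silencing machinery, NLR regulators, anther and pollen, tRNA- or rRNA-like, and the families the study ties to color), the main tests between stages and most alternatives were set before the data were examined. Scaling to the valid reads, the paper's own test at an unadjusted p under 0.01, and family totals with the repeated lines were added after the data were seen. The miRNAs named in the text were drawn from those that met a rule. It took every miRNA that the paper names with a small RNA level or a target. For each comparison it also took the 8 largest changes. Only called miRNAs with a mean of at least 50 at the higher stage and no overlap between libraries counted. Added to these were the 5 most abundant sequences, and the total and most abundant member of each listed family. Some that met the rule are not named, among them PC-3p-15391_235 and PC-3p-1636_1596. Stage means of some miRNAs that the paper names were seen in its figures before the rule was written. Any other named miRNA was chosen after its values were seen.

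The tests were tried on simulated reads with the means and library sizes of the real ones and the spread of edgeR's trend, without a spread of each miRNA's own. The changed miRNAs were drawn from the 517 with a mean of at least 5, so the recovery does not cover scarcer ones. Of 100 miRNAs changed 2-fold, limma recovered 15% between PF_L and PF_Z, 25% between PF_L and PF_D and 27% between PF_Z and PF_D, and of 100 changed 4-fold 74%, 70% and 79%. Between 1499 and 1503 miRNAs were tested in these runs, and 2, 6 and 5 unchanged ones were called. The F test over 3 stages recovered 81% of 200 miRNAs changed 4-fold.

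Alternatives covered the pseudocount, the filter on low values, the scaling, the tool, the stages in the fit, the family definition, the detection rule and leaving out each library in turn. The degradome, mRNA and qRT-PCR data of the paper were not analysed here, and 12 names in the paper that have no listing in this spelling were left out.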

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

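The tests of explanations in this part were chosen only after the result was seen.

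Several families outside those the paper discusses rose from PF_L to PF_D and kept their call and direction under each of the 4 scalings, which is why they are listed. miR530 rose by 2.17 log2 units (standard error 0.29, adjusted p = 3.53e-04 from limma), from 481 ± 17.2 to 2170.2 ± 262 normalized reads (SD, n = 3). miR7782, a single abundant sequence, rose by 1.34 from 65503 ± 11622 to 164326 ± 7434, and miR1511 by 1.93 from 231 ± 36.0 to 880.5 ± 105. bdi-miR7782-3p_R-4_2ss5-A21TG and mdm-miR1511_1ss20AC share their first 19 of 21 bases, so these family names do not mark unrelated sequences. However, 95.6% of the miR1511 total lay in another sequence, mdm-MIR1511-p5_1ss1TA, so the rise of that total mostly concerns a sequence that was not compared with miR7782. The call of miR1511 ended without names that carry a substitution (0.03) and with mature names alone (1.15), and without names that carry a substitution miR530 was at 1.24 (adjusted p = 0.0495). miR5077 rose by 1.87 from 12.3 ± 1.35 to 51.3 ± 27.3. The sizes depend on the scaling: miR530, miR7782, miR1511 and miR5077 were at 1.57, 0.74, 1.34 and 1.30 with equal library totals and at 1.46, 0.63, 1.24 and 1.29 with edgeR, scaled on the family totals alone. miR169, miR394 and miR395 are listed for the same reason, at 1.61, 1.16 and 1.65, although edgeR did not call miR394 (0.44, adjusted p = 0.191).

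The predicted miRNAs PC-3p-5481_553 and PC-5p-1384_1876, which the paper does not discuss, reached means of 230.0 and 679.9 normalized reads in PF_D, above the floor of 3 reads per library.

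miR2275, a family that acts in anthers, had a total of 164 normalized reads in replicate 2 of PF_L, or 230 reads, against 9 and 11 reads in replicates 1 and 3 of PF_L. Deeper sequencing of that library is argued against by the ratio of the miR2275 reads, which was 23 with a lower 95% bound of 14.5, while its valid reads were 1.01 times those of the other PF_L libraries on average. Anther tissue in that library and a difference within petals cannot be told apart. In all, 8 of the 9 miR2275 miRNAs had their highest value there, csi-miR2275a-3p reaching 60.6, but this is the pattern itself and would be seen in both cases. The pollen family miR845, with 2 miRNAs, had 0 reads in that library, and the list of anther and pollen families holds too few reads to decide.

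Of that list 2 families were tested. From PF_L to PF_Z miR845 was higher (log2 fold change 2.05, adjusted p = 0.0472 from limma, also adjusted over the list alone), a call that ended without replicate 2 or 3 of PF_L (adjusted p = 0.151 and 0.178), 2 or 3 of PF_Z (0.121 and 0.12) or 1, 2 or 3 of PF_D (0.0582, 0.0561 and 0.066), and with the median of ratios or equal library totals (0.0521 and 0.0532). From PF_L to PF_D miR845 (1.17, adjusted p = 0.175) and miR2275 (-0.54, adjusted p = 0.717) did not pass.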

How the results depend on the processing

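Scaling to the valid reads, the paper's own test at an unadjusted p under 0.01, family totals with the repeated lines and pairs of distinct sequences were chosen only after the result was seen, as were the splits of the libraries. Over the named miRNAs and listed families, 318 results had 7401 values under the alternatives: 6680 kept their direction and side of the threshold, 260 changed sign but passed in neither setting, 164 no longer passed, 296 newly passed and 1 changed sign and passed. That one was miR166 from PF_L to PF_D, 0.27 (adjusted p = 0.393) with the deposited values, -0.33 (adjusted p = 0.0479) with equal library totals and 0.87 with reads scaled to the valid reads. Equal totals lower the PF_D values against those of PF_L by construction, the more so since a sequence under several names enters the totals once per name.

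Without adjustment, called miRNAs numbered 217 from PF_L to PF_Z (18 adjusted), 487 from PF_L to PF_D (253) and 303 from PF_Z to PF_D (57), and called families 32 (14) from PF_L to PF_Z and 25 (10) from PF_Z to PF_D; the F test over the stages called 428 (176). These thresholds are looser by construction. With only the 2 compared stages in the fit, which leaves fewer libraries, 11 miRNAs were called from PF_L to PF_Z and 18 from PF_Z to PF_D, and 8 and 5 families. From PF_L to PF_Z, edgeR called 44 miRNAs and 22 families and DESeq2 48 miRNAs. The paper's own test at an unadjusted p under 0.05 called 170, 392 and 180 miRNAs in the 3 comparisons, and under 0.01 it called 53 from PF_L to PF_Z and 152 from PF_L to PF_D. Of families, 9 were called from PF_L to PF_Z with a pseudocount of 5, 6 from PF_Z to PF_D with equal totals, and 27 from PF_L to PF_D and 5 from PF_Z to PF_D without names that carry a substitution, where fewer miRNAs enter. Correlated pairs numbered 1617 with Spearman's rho, 1864 on residuals from the stage means and 515 with a mean of at least 5, against 1026. With a value above 0 in all 3 libraries, 665 miRNAs were detected at all 3 stages (1392 in at least 1 library), and 213, 76 and 61 in PF_L, PF_Z or PF_D alone (60, 27 and 23). In PF_L alone they were 118 with at least 2 libraries, in PF_Z alone 44 and in PF_D alone 39, and a value of at least 1 gave 64 in PF_Z and 46 in PF_D. Except where the construction shows it, the cause was not tested.

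Without 1 library, called miRNAs ranged from 10 (without replicate 2 of PF_Z) to 35 (without replicate 3 of PF_Z) from PF_L to PF_Z, from 130 (without replicate 1 of PF_L) to 278 (without replicate 1 of PF_Z) from PF_L to PF_D, and from 29 (without replicate 3 of PF_D) to 69 (without replicate 1 of PF_D) from PF_Z to PF_D. Families ranged from 6 (without replicate 3 of PF_L or 2 of PF_Z) to 17 (without replicate 3 of PF_Z), from 31 to 46, and from 4 (without replicate 3 of PF_D) to 16 (without replicate 1 of PF_Z). With the replicate number as a block, 21, 265 and 58 miRNAs and 12, 47 and 9 families were called. Deviations from the stage means correlated at -0.02 to 0.12 between libraries of the same number and at -0.11 to 0.10 between those of different numbers. These ranges overlap and give no clear sign of pairing, but they cannot exclude it, so whether the numbers pair the samples stays open.

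A comparison of 3 against 3 libraries has 10 splits, too few for a share under 0.05. The real splits called 18, 253 and 57 miRNAs and the highest other splits 2, 0 and 0 by limma, and for families 14, 42 and 10 against 0, 0 and 0. For the F test over the stages, 1 of 100 splits, the real one, called as many as 176 (highest other 102). That share is the smallest these splits can give, so it argues against chance there without excluding it. At the depth of these libraries a 2-fold change of 1 miRNA was mostly missed in simulated data, and a value of 0 allows up to 3 reads.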

Differences from the paper's values

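Scaling to the valid reads, the paper's own test at an unadjusted p under 0.01 and pairs of distinct sequences were chosen only after the result was seen. The paper states p thresholds for its own test without an adjustment, whereas the counts here use limma with adjusted p. A gap is called closed where the larger of the 2 counts is at most 1.5 times the smaller, which does not make them equal. The paper's count of miRNAs that differ between PF_Z and PF_D is 121, and 57 were called here. The gap closed with a mean of at least 5 over the libraries (84) and with the paper's own test at an unadjusted p under 0.05 (180), and no other alternative set before the data were examined closed it. Between PF_L and PF_Z the paper's count is 116, against 18; only the paper's own test (170) closed this gap. Between PF_L and PF_D, where the paper's count is 251 and 253 were called here, that test gave 392 and opened a gap, so it did not give the paper's counts. The unadjusted p of limma gave 303 and 217, above both. Scaling to the valid reads, chosen after seeing the values, gave 81 between PF_Z and PF_D, 67 of them higher, which closes that gap but left 24 between PF_L and PF_Z; the paper's list of called miRNAs was not analysed here, so how many of them it drops was not counted. The paper's own test at p under 0.01, also chosen after seeing the values, gave 60 and 53, closed neither, and gave 152 between PF_L and PF_D.

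In the paper's Fig. 2B, read by eye, about 47 miRNAs are higher and about 69 lower in PF_Z than in PF_L, against 9 and 9. DESeq2 on recovered reads closed the first gap (32) and the paper's own test the second (96), and no other alternative did. For PF_D against PF_Z the figure has about 65 higher and about 56 lower, against 41 and 16. The first gap closed with a pseudocount of 5 (46), a mean of at least 5 (55), the replicate block (44), edgeR (44), DESeq2 (52), without replicate 1 of PF_Z (54) or replicate 1 of PF_D (52), and with reads scaled to the valid reads (67), which was chosen after seeing the values, and the second only with the paper's own test (82).

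The paper's numbers of miRNAs found at 1 stage only are 213 in PF_L, 76 in PF_Z and 61 in PF_D, against 60, 27 and 23 with a value above 0 in at least 1 library. Its number found at all 3 stages is 665, of which 348 are known and 317 predicted, against 1392, 574 and 818. A value above 0 in all 3 libraries, set before the data were examined, gave the paper's numbers in all 6 cases. A value of at least 1 in at least 1 library came within 1.5 times the paper's numbers, without giving them, for PF_Z (64), PF_D (46) and the known miRNAs (484), as did a value above 0 in at least 2 libraries for the known ones (456). These alternatives did not close the other gaps.

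The paper's number of families is 85, and grouping names by number gave 162. Its families with 1 member number 31, against 78. Both gaps closed with mature names alone (91 and 45) and without names that carry a substitution (70 and 34), family definitions set before the data were examined. The paper's network holds 412 miRNAs, against 619 here, and none of the alternatives set before the data were examined closed the gap (792 with Spearman's rho, 1339 on residuals, 236 with a mean of at least 5 and 683 without a log). Counting each distinct sequence once, which was chosen after seeing the values, gave 554 and closed it; the paper's list of network miRNAs was not analysed here, so how many of them this drops was not counted.

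The paper's text describes its first profile as rising, and its Fig. 2C draws it the other way; here 87 of the miRNAs called over the stages rose at both steps and 52 fell at both. The paper gives mdm-miR399a_1ss1TG as an example of a level under 5 TPM. Its means here were 5.65, 8.96 and 2.30 normalized reads from PF_L to PF_D, a unit that may differ from TPM. The paper describes mdm-miR160a_R+1 as decreasing, and here its log2 fold change of -0.86 did not pass in limma (adjusted p = 0.056) but did with DESeq2 (0.0409). mdm-miR828a and mdm-miR858, which it ties to color, did not pass from PF_L to PF_D (0.70 and 0.35). The 13 miRNAs of its qRT-PCR were linked to listed sequences by their primers. From PF_L to PF_D with the deposited scaling, 10 of the 13 had the direction that the paper gives, 8 of them called by limma. The 8 include osa-miR396e-5p, for which reads of other plants are a candidate explanation below. The other direction was seen for 3, FamiR159d_R-1, FamiR828a and FamiR858_R-2, which the paper describes as falling. The sequencing gave 1.02 for mdm-miR159d_R-1, which was called, and 0.70 and 0.35 for mdm-miR828a and mdm-miR858, which were not. With equal library totals the call of mdm-miR159d_R-1 ended, and the family totals of miR828 and miR858 turned negative. The tally can therefore depend on the scaling. The paper scaled its qRT-PCR to U6, and the direction of FamiR166a was read by eye from Fig. 5A.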

Other observations

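All but 1 of the tests in this part were chosen only after the result was seen; that of the changes of at least 2 log2 units was set before. miR5225 and miR7125 were named after their values were seen. miR5225 fell from 866 ± 101 normalized reads in PF_Z to 262 ± 77.6 in PF_D (SD, n = 3), a log2 fold change of -1.76 (standard error 0.30, adjusted p = 0.00515 from limma), and miR7125 rose from 113 ± 33.6 in PF_L to 432 ± 25.2 in PF_D, by 1.96 (standard error 0.44, adjusted p = 0.00627). Both kept their direction under each of the 4 scalings.

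osa-miR396e-5p was nearly all in PF_L. Deeper libraries in PF_L are argued against by its reads per valid read, whose ratio between PF_L and the later stages was 36.0 with a lower 95% bound of 9.59. Reads of rice and Brassicaceae material in the PF_L libraries are a candidate explanation: the 18 other miRNAs with unmodified rice or Brassicaceae names had a median of 100% of their values in PF_L, 10 of them without reads at the later stages, against a median of 24.9% (9.51% to 44.2%) over 10000 sets of known miRNAs matched on their total, and the share of sets as high was 0.0001, the smallest that they can give. Expression of these miRNAs in young petals stays open, and was not tested here. For FamiR396e, whose primer matches osa-miR396e-5p, the paper reports falling qRT-PCR levels in petals and an amplified precursor. It also reports degradome cleavage of a bHLH gene by FamiR396e-5p. These data of the paper were not analysed here.

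The share of higher calls from PF_L to PF_D moved by 54.7 percentage points over the 4 scalings. A scaling shifts the changes of all miRNAs alike and so moves this share by construction. An effect of the authors' normalization on the balance of rises and falls and a change in the total miRNA content between stages cannot be told apart, since no value here measures that content. Of the 96 called changes of at least 2 log2 units, 89 (92.7%) kept their call and direction under the other 3 scalings. The median change of miRNAs with a mean of at least 5 was -0.66 to 0.44 over the 4 scalings, and such shifts cannot reverse a change of 2 log2 units. The result was thus nearly fixed in advance. It shows that most of these changes stay called across these scalings, and it cannot judge the authors' normalization.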
